# Cell type-specific changes in Wnt signaling and neuronal differentiation in the developing mouse cortex after prenatal alcohol exposure during neurogenesis

**DOI:** 10.3389/fcell.2022.1011974

**Published:** 2022-12-05

**Authors:** Danielle Sambo, Chiraag Gohel, Qiaoping Yuan, Gauthaman Sukumar, Camille Alba, Clifton L. Dalgard, David Goldman

**Keywords:** prenatal alcohol exposure, single nucleus RNA sequencing, neurogenesis, cortical development, neuronal differentiation, Wnt signaling

## Abstract

Fetal Alcohol Spectrum Disorder (FASD) encompasses an array of effects of prenatal alcohol exposure (PAE), including physical abnormalities and cognitive and behavioral deficits. Disruptions of cortical development have been implicated in multiple PAE studies, with deficits including decreased progenitor proliferation, disrupted neuronal differentiation, aberrant radial migration of pyramidal neurons, and decreased cortical thickness. While several mechanisms of alcohol teratogenicity have been explored, how specific cell types in the brain at different developmental time points may be differentially affected by PAE is still poorly understood. In this study, we used single nucleus RNA sequencing (snRNAseq) to investigate whether moderate PAE from neurulation through peak cortical neurogenesis induces cell type-specific transcriptomic changes in the developing murine brain. Cluster analysis identified 25 neuronal cell types, including subtypes of radial glial cells (RGCs), intermediate progenitor cells (IPCs), projection neurons, and interneurons. Only *Wnt*-expressing cortical hem RGCs showed a significant decrease in the percentage of cells after PAE, with no cell types showing PAE-induced apoptosis as measured by caspase expression. Cell cycle analysis revealed only a subtype of RGCs expressing the downstream Wnt signaling transcription factor *Tcf7l2* had a decreased percentage of cells in the G2/M phase of the cell cycle, suggesting decreased proliferation in this RGC subtype and further implicating disrupted Wnt signaling after PAE at this early developmental timepoint. An increased pseudotime score in IPC and projection neuron cell types indicated that PAE led to increased or premature differentiation of these cells. Biological processes affected by PAE included the upregulation of pathways related to synaptic activity and neuronal differentiation and downregulation of pathways related to chromosome structure and the cell cycle. Several cell types showed a decrease in Wnt signaling pathways, with several genes related to Wnt signaling altered by PAE in multiple cell types. As Wnt has been shown to promote proliferation and inhibit differentiation at earlier stages in development, the downregulation of Wnt signaling may have resulted in premature neuronal maturation of projection neurons and their intermediate progenitors. Overall, these findings provide further insight into the cell type-specific effects of PAE during early corticogenesis.

## 1 Introduction

Prenatal alcohol exposure (PAE) is the leading preventable cause of neurodevelopmental disability in the western world (Almeida et al., 2020). Despite public health efforts to discourage alcohol use during pregnancy, there has been an increase in both current drinking (from 9.2% to 11.3%) as well as binge drinking (from 2.5% to 3.9%) among pregnant women in the United States in recent years (Denny et al., 2020). The negative consequences of PAE include neurological, cognitive, physical, and behavioral deficits, collectively identified under the umbrella term fetal alcohol spectrum disorder (FASD). It is estimated that 10 in every 1,000 children born in the United States manifest FASD (May et al., 2018). Heavy alcohol use during pregnancy can result in fetal alcohol syndrome (FAS), the most severe form of FASD, which entails the presentation of growth restriction, facial dysmorphology, and central nervous system structural and functional abnormalities (Wozniak et al., 2019). Moderate drinking is estimated to affect 5%–20% of births, and although not typically leading to the physical hallmarks of FAS, it can induce alcohol-related neurological disorders (ARND) (Olguin et al., 2021). ARND symptoms persist into adulthood and include impairments in cognitive abilities, social skills, and adaptive functioning (Wozniak et al., 2019).

Dysregulation of cortical development is thought to be a major contributor to FASD because many of the social, affective, and cognitive deficits associated with PAE are regulated by cortical regions (Fischer et al., 2021). The cortex is particularly vulnerable to the effects of PAE (Mathews et al., 2021), and essentially all cellular processes that occur during neurogenesis, including proliferation, differentiation, and migration, have been shown to be affected by PAE in preclinical studies (Almeida et al., 2020). The type and severity of neurodevelopmental disturbances resulting from PAE is dependent on the timing, dose, and duration of the teratogenic insult. PAE during the first trimester is primarily associated with facial and structural abnormalities (Sulik et al., 1981), while PAE during the third trimester is associated with increased vulnerability of neurons to neurodegeneration (Saito et al., 2016). PAE during cortical neurogenesis, which spans the mid-first trimester to second trimester in humans (Workman et al., 2013), is associated with abnormal distribution of cortical layers and cortical thinning (Miller, 1993; Camarillo and Miranda, 2008). Brain imaging in individuals subject to PAE have revealed lasting disturbances in brain growth long after the prenatal exposure (Riley et al., 2004).

Several diverse mechanisms by which ethanol (EtOH) elicits its harmful effects in the brain have been explored, including nutritional deficiencies, epigenetic alterations, disruption of cell-cell interactions and decreased cell adhesion molecules, dysregulated growth factor and morphogen signaling, and oxidative stress leading to apoptosis (Bhatia et al., 2019). Given the wide spectrum of phenotypic outcomes of PAE, multiple molecular mechanisms working in concert likely contribute to FASD. While the effects of heavy PAE have been widely explored, the effects of more moderate exposures are less understood. To explore the teratogenic effects induced by moderate PAE during early cortical development, we used single nucleus RNA sequencing (snRNAseq) to measure the cell type-specific effects of PAE on gene expression during the onset of mouse neurulation (embryonic day 8, E8) midway through cortical neurogenesis (E14). Single cell RNAseq (scRNAseq) and snRNAseq allow for the unbiased survey of transcriptomic profiles of individual cells and is thus a powerful tool for revealing cell type-specific cellular changes within a heterogenous tissue such as the brain. Importantly, such an approach may reveal teratogenic effects of moderate PAE that would otherwise be masked by averaging the effects across diverse cell types or selectively focusing on specific cell types. Overall, we found cell type-specific vulnerabilities in response to moderate PAE that implicate a downregulation of Wnt signaling and augmentation of neuronal differentiation, suggesting potential mechanisms by which cortical development is dysregulated in FASD.

## 2 Materials and methods

### 2.1 Animal use and prenatal alcohol exposure

All procedures used in this study were approved by the Institutional Animal Care and Use Committee at the National Institute on Alcohol Abuse and Alcoholism Intramural Research Program. C57BL/6J mice (Jackson Laboratory) were maintained at a 12 h: 12 h light: dark cycle and given access to food and water *ad libitum*. Timed matings were set up in the evening between a single male and single female. Females were separated the following morning (embryonic day 0.5 or E0.5) and checked for a copulation plug. Female weight was monitored, and pregnant dams were used for prenatal alcohol or saline exposure. On E8.5, pregnant females were treated with either saline or 2.5 g/kg EtOH, delivered in 25% v/v 200 proof ethanol in saline, by intraperitoneal injection (i.p.) once daily for 6 days (E8.5 to E13.5). The dose of EtOH chosen is estimated to result in a blood ethanol concentration (BEC) of 150 mg/dl–200 mg/dl (Schambra et al., 2017) and is considered a moderate to high dose of EtOH. On E14.5, dams were euthanized by cervical dislocation, and embryos were collected for dissection. Cerebral cortices from both halves were isolated, flash frozen, and stored at −80°C. Six cortices were selected at random from 2 separates dams per condition for single nucleus RNA sequencing (snRNAseq).

### 2.2 Nuclei preparation

Nuclei were isolated from frozen tissue using a previously validated protocol (Bakken et al., 2018). Briefly, frozen tissue was homogenized in a homogenization buffer containing 10 mM Tris pH 8.0, 250 mM sucrose, 25 mM MgCl_2_, 0.1% Triton-X 100, 0.5% RNasin Plus RNase Inhibitor (Promega, N2611), 1X Protease Inhibitors (Promega G6521), and 0.1 mM DTT using a motorized pestle homogenizer. Homogenates were strained through a 30 μM cell strainer (Falcon, 352,235) followed by centrifugation at 300 rcf for 10 min to pellet nuclei. Pellets were then washed twice in buffer containing 1X PBS without Mg or Cl_2_, 0.4% UltraPure nuclease-free BSA (Life Technologies, AM2616), and 0.5% RNasin Plus. Final nuclei suspensions were counted using the Countess II (Thermo Fisher).

### 2.3 Single-nucleus RNA-sequencing library preparation and sequencing

10,000 nuclei were loaded on to the Chromium Controller (10X Genomics) for generation of single nuclei barcoded droplets using the Single Cell 3′ V3.1 Reagent Kit. Libraries were constructed from droplets using the 10X Single Cell Version 3.1 chemistry per the manufacturer’s instructions. Sequencing libraries were quality assessed for size distribution and adapter artifacts using the Bioanalyzer (Agilent) and Fragment Analyzer (Agilent) and quantified using a KAPA Library Quantification Kit (Roche, KK4873). Sequencing libraries were prepared across two different batches. Libraries were normalized and pooled before quantification of the pool by real-time PCR and a KAPA Library Quantification Kit (Roche, KK4854) and sequenced on the NovaSeq 6,000 Sequencing System (Illumina) using a 200-cycle kit. 67,000–83,000 reads per nuclei were obtained.

### 2.4 Data analysis

#### 2.4.1 Data processing

The 10X Genomics Cell Ranger Single Cell pipeline was used to demultiplex samples, process and align barcodes, and integrate samples using the default and recommended parameters. Cellranger’s default mm 10 reference dataset was used for alignment. Seurat (4.1.0) was used for quality control and downstream analysis. Cells were filtered out based on having the following criteria: 1) less than 500 or greater than 10,000 genes; 2) greater than 2.5% mitochondrial genes; 3) greater than 50% ribosomal genes; 4) greater than 0.075% hemoglobin genes; and 5) greater than 100,000 RNA count. Genes were filtered out that: 1) were expressed in less than 10 cells; 2) known to produce bias including sex-specific genes (*Gm42418, AY036118, Gm47283, Rpl26, Gstp1, Rpl35a, Erh, Slc25a5, Pgk1, Eno1, Tubb2a, Emc4, Scg5, Ehd2, Espl1, Jarid1d, Pnpla4, Rps4y1, Xist, Tsix, Eif2s3y, Ddx3y, Uty, Kdm5d, Cmss1, AY036118*, and *Gm47283*) (Romanov et al., 2020); and 3) mitochondrial genes, which are not expected to be expressed in nuclei (*mt-Nd2, mt-Atp6, mt*-*Co1, mt-Co2, mt-Co3, mt-Cytb, mt-Nd1, mt-Nd4, mt-Nd2,* and *mt-Nd2*). Data was normalized using SCTransform, and dimensionality reduction was performed using principal component analysis (PCA). Harmony was used to correct for the effect of batch and mouse (dam).

#### 2.4.2 Unbiased clustering and cell type identification

Nearest neighbor graphs were generated using 30 PCs after Harmony correction, and clusters were found using the smart local moving (SLM) algorithm with a resolution of 0.8. One saline sample was removed for consistently having a significantly different distribution of cells in the identified clusters compared to all other samples. Clusters were numbered in order of decreasing cell count. FindMarkers (Seurat) was used to identify marker genes for each cluster. Marker genes with a *p*-value < 0.05 were sorted by decreasing log fold change to identify each cluster. Clusters were classified into cell types by comparing marker genes with other scRNAseq cell type marker data from E14.5 mouse cortex (Loo et al., 2019; Bedogni and Hevner, 2021; Ruan et al., 2021) (Supplemental Material S1). To compare the percentage of cells in each cluster for saline and EtOH treated embryos, clusters were separated into 5 groups of 5 clusters by cell count, and two-way ANOVA with Bonferroni’s multiple comparison was used to identify statistical differences.

#### 2.4.3 Cell cycle analysis

CellCycleScoring from the Seurat package was used to assign cells into the G2/M, S, or G1 phase of the cell cycle based on gene expression data (Supplemental Material S2). The percentage of cells in each cell cycle phase for each cluster and sample was quantified, and comparison of saline vs. EtOH treatment was performed for each phase using two-way ANOVA with Bonferroni’s multiple comparison.

#### 2.4.4 Pseudotime analysis

The R package Monocle3 was used for pseudotime analysis. The dataset was separated by treatment. SCTransform normalization, PCA, and Harmony correction on the “batch” variable were applied to each subset. Separate UMAPs were generated from the saline samples and EtOH samples to derive pseudotime scores. “Get_earliest_principal_node”, a helper function provided by Monocle3, was used to identify a principal node associated with Cluster 21 as the starting point for cell trajectory graphs for both saline and EtOH. Bootstrap difference in pseudotime means between saline and EtOH was performed as follows: 1) Sample n pseudotime scores from all ethanol cells with replacement, where n is the number of EtOH cells, and calculate the mean of these sample scores. 2) Sample m pseudotime scores from all saline cells with replacement, where m is the number of saline cells, and calculate the mean of these sample scores. 3) Find the differences between these two mean values. Steps 1–3 were repeated 10,000 times to achieve a difference in means distribution. Comparison of saline vs. EtOH treatment average pseudotime scores was performed using two-way ANOVA with Bonferroni’s multiple comparison. Wasserstein distance between saline and EtOH pseudotime scores was calculated using the transport package from CRAN.

#### 2.4.5 Differential gene expression analysis

Analysis of differentially expressed genes (DEGs) between saline and EtOH treatments was performed for each cluster using the R package DESingle. DEGs with a fold-change greater than 1.25 or less than 0.8, and an adjusted *p*-value < 0.05 were considered significant. DEtype subdivides the DEGs into 3 types: DEs, DEa and DEg. DEs refers to genes that show a significant difference in the proportion of real zeros in the two groups, but do not have a significant difference in the other cells. DEa refers to genes that are significantly differentially expressed between the groups without significant difference in the proportion of real zeros. DEg refers to genes that have a significant difference in both the proportions of real zeros and the expression abundances between the two groups. All DE gene types were used when reporting DE results.

#### 2.4.6 Pathway analyses

To determine pathways implicated by the DEG analysis, Gene ontology (GO) enrichment analysis was performed using goana from the limma package. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using kegga from the limma package. GO terms were considered significantly different that had a minimum of 3 genes present and *p*-value < 0.01. KEGG pathways were considered significant that had a minimum of 3 genes.

#### 2.4.7 Gene expression

Bootstrap analysis was performed by resampling the normalized feature x cell vector for a given gene with replacement and calculating the mean and standard deviation of the resamples 10,000 times. Caspase count analysis was performed by calculating the proportions of cells in a given sample and cluster that have a Casp3 transcript count greater than n, where *n* ∈ (1,2,3,4,5).

## 3 Results

### 3.1 Cell types identified by single nucleus RNA sequencing in the developing cortex

To investigate the effects of PAE on cell type-specific changes in the developing cortex, pregnant C57BL/6J mice were exposed to saline or 2.5 g/kg (i.p.) EtOH daily for six days from embryonic day 8 (E8) to E13, corresponding with the onset of neurulation through cortical neurogenesis (Martynoga et al., 2012). On E14, cortices were extracted from embryos and nuclei were isolated for snRNAseq (Figure 1A). 

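Nuclei from the cortices of 11 embryos were sequenced one embryo per library by droplet-based snRNAseq, which counts RNA molecules by their unique molecular identifiers (UMIs). The 5 saline embryos came from dam S1 (S1-1 and S1-2) and dam S2 (S2-1, S2-2 and S2-4), and the 6 EtOH embryos from dam E1 (E1-1 and E1-2) and dam E2 (E2-1 to E2-4). Dams S1 and E1 belonged to batch 1 and dams S2 and E2 to batch 2, so both treatments were present in each batch. The methods give a dose of 2.5 g/kg ethanol, injected as a 25% (v/v) solution in saline, with 6 injections from E8.5 to E13.5 and collection at E14.5. The authors aligned and counted the reads with Cell Ranger, filtered nuclei and genes, assigned the nuclei to clusters, and deposited the raw UMI counts of 23513 genes in 1 table for each embryo and cluster. Saline embryos had between 44017566 and 83061737 UMIs in these tables, with a median of 53924776. EtOH embryos had between 14078316 and 38034349 UMIs, and the 2 embryos in the middle had 17597056 and 28515287. Cluster numbers and names were taken from the authors, and the embryo was the replicate throughout. For gene expression, the counts of each gene were summed over the nuclei of an embryo in a cluster, embryos with fewer than 10 nuclei in that cluster were left out, and levels were expressed as CPM, the counts scaled to a common total of UMIs. Percentages, phases and scores per embryo were compared by a two-sided exact permutation test of the difference between the group means (EtOH minus saline), repeated with the labels exchanged only within each batch, and p-values were adjusted by the Benjamini-Hochberg method. Treatment was given to 2 dams per group, and these tests take littermates as independent, so their p-values do not account for the dam.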

A total of 53,990 nuclei were analyzed, with an average of 8,318 transcripts per nucleus and 2,847 genes per nucleus included in downstream analysis after quality control (Supplementary Table S1). 

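The tables held 50550 nuclei, of which 30349 came from saline embryos and 20201 from EtOH embryos. Over all nuclei, the mean was 8716 UMIs and 2928 genes per nucleus. Saline nuclei had a mean of 9672 UMIs and 3096 genes, and EtOH nuclei 7279 UMIs and 2676 genes. The number of nuclei per embryo was 6070 ± 1370 (SD, n = 5) in saline and 3367 ± 1018 (SD, n = 6) in EtOH embryos (exact permutation test, p = 0.00649, and p = 0.0143 within batches). The median UMIs per nucleus of an embryo averaged 8158 ± 1062 (SD, n = 5) in saline and 6113 ± 1038 (SD, n = 6) in EtOH embryos (exact permutation test, p = 0.0108, and p = 0.0238 within batches). Both differences were larger than the spread between embryos, so results that depend on detection were repeated on nuclei thinned at random to 2000 UMIs. Fewer than 2000 UMIs were counted in 177 saline nuclei (0.583%) and 210 EtOH nuclei (1.04%).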

Sequencing metrics were on par with similar scRNAseq studies (Loo et al., 2019).

**FIGURE 1:**
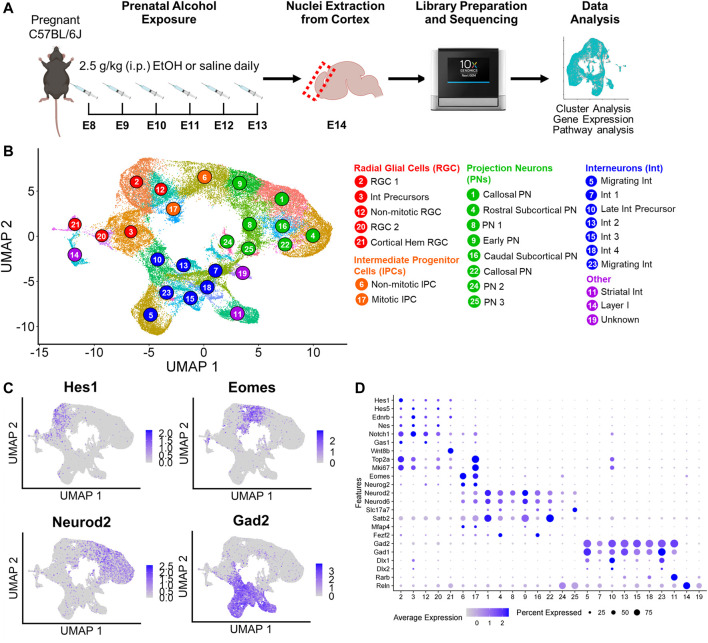
Experimental design and cluster identification. **(A)** Schematic of the prenatal alcohol exposure (PAE) paradigm. The icons used were obtained from BioRender.com. **(B)** Uniform Manifold Approximation and Projection (UMAP) visualization of the 25 clusters identified. **(C)** UMAPs overlaid with gene expression of canonical cell type markers (*Hes1*: radial glial cells; *Eomes*: intermediate progenitor cells; *Neurod2*: projection neurons; *Gad2*: interneurons). **(D)** Dot plot representation of the average expression and percentage of cells expressing markers of cluster cell types. Darker dots indicate higher gene expression, and larger dot sizes indicates higher percentage of cells expressing the gene.

Initial cluster analysis identified 33 principal cell types ranked by abundance (Supplementary Figure S1A). Clusters were identified using differential gene expression analysis and annotated based on canonical cell type markers and previously published transcriptomic data from the E14 murine cortex (Loo et al., 2019; Bedogni and Hevner, 2021; Ruan et al., 2021). Of the 33 clusters, Cluster 15 was excluded due to low transcript count (Supplementary Figure S1B). Cluster 22 was identified as *Ntng1*+/*Tcf7l2*+ thalamic cells that showed biased expression in only three of the samples (Supplementary Figure S1C), likely due to variability in the collection of tissue adjacent to the cortex; therefore, Cluster 22 cells were also excluded. Five of the 33 clusters were non-neuronal cell types, including Cluster 27 *Col1a1*+/*Cxcl12*+ meningeal fibroblasts, Cluster 30 *Mcam*+/*Rgs5*+ pericytes, Cluster 31 *P2ry12*+/*Ly86*+ microglia, Cluster 32 *Cd93*+/*Pecam*+ endothelial cells, and Cluster 33 *Pdgfra*+/*Olig2*+ oligodendrocyte precursor cells (OPCs) (Supplementary Figure S1D). These clusters, as can be inferred by their low rank abundances, represented a small percentage of the total cells (1.3% meningeal fibroblasts, 0.34% pericytes, 0.24% microglia, 0.10% endothelial cells, and 0.08% OPCs) with no differences in cell percentages between saline and EtOH detected in these clusters. Furthermore, the low cell count in these clusters decreased the power to detect statistically significant differentially expressed genes (DEGs), and DEG analysis comparing saline and EtOH in these clusters failed to identify any genes. Therefore, the non-neuronal cells were removed from further analyses.

A second cluster analysis was performed on the remaining neuronal and neuronal progenitor cell types, and 25 principal cell types were identified (Figure 1B). These clusters were further categorized into major cell types: *Hes1*+ radial glial cells (RGCs) (5 clusters), *Eomes* + intermediate progenitors (IPCs) (2 clusters), *Neurod2*+ projection neurons (PN) (8 clusters), and *Gad2*+ expressing interneurons (Int) (7 clusters). Expression of these major cell type markers overlaid on Uniform Manifold Approximation and Projections (UMAPs) revealed separation of the identified clusters into these broad cell type categories (Figure 1C). In addition to these major cell types, *Rarb*+ striatal interneurons (Cluster 11) and *Reln*+ Layer I Cajal-Retzius cells (Cluster 14) were also identified. 

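The files list genes by symbol, and positions are those of GENCODE M21 on GRCm38. Hes1, on chromosome 16 from 30064384 to 30067796, had mean levels between 47.0 CPM (Cluster 3) and 99.4 CPM (Cluster 2) in the 5 RGC clusters. Outside the RGC clusters, mitotic IPC Cluster 17 had 26.3 CPM of Hes1. Eomes, on chromosome 9 from 118478212 to 118486132, was at 414 ± 40.4 CPM (SD, n = 11 embryos) in Cluster 6 and 202 ± 47.4 CPM (SD, n = 11) in Cluster 17. Among the remaining clusters, RGC Cluster 12 had 67.4 CPM of Eomes. The first marker listed for each cluster by the authors had its highest level in that cluster for 20 of 25 clusters, and ranked among the 3 highest clusters for all 25.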

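Neurod2, on chromosome 11 of GRCm38 from 98325415 to 98329648, ranged from 80.2 CPM in Cluster 25 to 294 CPM in Cluster 9 among the 8 PN clusters. In the 7 interneuron clusters its level did not exceed 39.3 CPM, which was the level in Cluster 10. The IPC clusters had 92.5 ± 16.7 CPM (SD, n = 11, Cluster 6) and 106 ± 31.7 CPM (SD, n = 11, Cluster 17) of Neurod2, within the range of the PN clusters. Gad2, on chromosome 2 from 22622205 to 22693874, ranged from 608 CPM in Cluster 7 to 1248 CPM in Cluster 23 among the interneuron clusters. RGC Cluster 20 had 158 CPM of Gad2.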

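Rarb was at 1910 ± 179 CPM (SD, n = 11 embryos) in Cluster 11, and the cluster with the next highest level was interneuron Cluster 18 with 519 ± 179 CPM (SD, n = 11). Gad2 was at 1172 CPM in Cluster 11. Reln was at 10477 ± 2753 CPM (SD, n = 11) in Cluster 14, and PN Cluster 24 followed with 2130 ± 614 CPM (SD, n = 10 embryos with at least 10 nuclei).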

While Cluster 19 expressed pan-neuronal markers including *Dcx* and *Map2* (Supplementary Figure S2), this cluster did not express *Neurod2* or *Gad2* and therefore was not classified as projection neurons or interneurons and was considered an unknown neuronal cell type for this study.

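In Cluster 19, Dcx was at 421 ± 34.3 CPM and Map2 at 1605 ± 178 CPM (SD, n = 11 embryos for both). Neurod2 was at 9.27 ± 5.68 CPM (SD, n = 11) in this cluster, its lowest level of the 25 clusters. Gad2 was at 42.1 ± 27.6 CPM (SD, n = 11), below the level in each of the 7 interneuron clusters.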

### 3.2 Characterization of cluster cell types

Gene expression analysis enabled further classification of some of the clusters (Figure 1D; Supplementary Figure S2). Proliferation markers *Top2a* and *Mki67* were highly expressed in most RGC clusters as well as one IPC (Cluster 17) and one interneuron cluster (Cluster 10, described further below). 

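Top2a was at 731 ± 130 CPM in Cluster 2, 583 ± 77.2 CPM in Cluster 3, 336 ± 80.7 CPM in Cluster 20 and 221 ± 90.3 CPM in Cluster 21 (SD, n = 9 to 11 embryos). Mki67 was at 281 CPM in Cluster 2, 258 CPM in Cluster 3, 171 CPM in Cluster 20 and 113 CPM in Cluster 21. Interneuron Cluster 5, by comparison, had 61.9 CPM of Top2a and 39.5 CPM of Mki67.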

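The 2 IPC clusters differed in their expression of the proliferation markers by more than the spread between embryos. Top2a was at 789 ± 109 CPM (SD, n = 11 embryos) in Cluster 17, the highest level of the 25 clusters, and at 28.4 ± 16.6 CPM (SD, n = 11) in Cluster 6. Mki67 was at 308 ± 49.7 CPM in Cluster 17 and 32.7 ± 12.3 CPM in Cluster 6 (SD, n = 11 for both).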

Based on expression of these markers, IPC Cluster 17 was identified as mitotic IPCs and IPC Cluster 6 as non-mitotic. 

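In RGC Cluster 12, Top2a was at 94.7 ± 28 CPM and Mki67 at 69.9 ± 19.0 CPM (SD, n = 11 embryos for both), the lowest levels of the 5 RGC clusters.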

RGC Cluster 12 displayed low expression of proliferation markers and was classified as non-mitotic RGCs. RGC Cluster 3 expressed both RGC markers as well as interneuron transcription factors *Dlx1* and *Dlx2*, suggesting this cluster may represent interneuron precursors. 

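Dlx1 was at 98.7 ± 30.5 CPM (SD, n = 11 embryos) in Cluster 3, while the other RGC clusters had 11.6 ± 4.07 (Cluster 2, SD, n = 11), 8.18 ± 5.52 (Cluster 12, SD, n = 11), 38.4 ± 23.2 (Cluster 20, SD, n = 9) and 11.3 ± 13 CPM (Cluster 21, SD, n = 10). Dlx2 was at 29.5 CPM in Cluster 3 and at 11.1 CPM in Cluster 20, the next highest of the RGC clusters.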

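Cluster 21 held 627 nuclei, and 10 of the 11 embryos contributed at least 10 of them. Rspo2, on chromosome 15 of GRCm38 from 43020794 to 43170826, was at 4059 ± 729 CPM (SD, n = 10 embryos) in Cluster 21, and the next highest level was 146 CPM in Cluster 14. Wnt8b, on chromosome 19 from 44493472 to 44514273, was at 316 ± 55.3 CPM (SD, n = 10), and the next highest level was 48.1 CPM in Cluster 20. Of the RGC genes, Hes1 was at 51 CPM, Hes5 at 28.2 CPM and Ednrb at 83.8 CPM in Cluster 21. Nes, which encodes Nestin, was at 14.8 ± 8.02 CPM (SD, n = 10) in Cluster 21, below the 44.9 to 63.6 CPM of the other RGC clusters and near the 16.8 CPM of interneuron Cluster 10.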

RGC Cluster 21 revealed elevated expression of cortical hem markers *Wnt8b* and *Rspo2* as well as RGC markers *Hes1*, *Hes5*, *Ednrb*, and *Nestin*, therefore this cluster was classified as cortical hem RGCs.

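Dcx had levels of 216 to 751 CPM in the 8 PN clusters and 457 to 816 CPM in the 7 interneuron clusters, and 97.7 to 216 CPM in the 5 RGC clusters. In the IPC clusters it lay between 424 and 629 CPM. Map2 had levels of 1615 to 2217 CPM in the PN clusters, 1827 to 2787 CPM in the interneuron clusters and 802 to 1283 CPM in the RGC clusters.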

Neuronal clusters expressed pan-neuronal markers *Dcx* and *Map2*. Of the projection neurons, *Satb2*, a marker for long-range callosal projection neurons (Arlotta et al., 2005), was highly expressed in Clusters 1 and 22, with intermediate expression in Cluster 9. Cluster 9 also had moderate expression of the intermediate progenitor marker *Mfap4*, suggesting Cluster 9 may represent early projection neurons. 

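Mfap4 was at 35.7 ± 9.1 CPM (SD, n = 11 embryos) in Cluster 9, and its level in each of the other 7 PN clusters was at most 7.55 CPM. The IPC clusters had 78.5 CPM (Cluster 6) and 41.8 CPM (Cluster 17) of Mfap4.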

Clusters 4 and 16 expressed higher levels for *Fezf2*, a marker for subcortical projection neurons (Chen et al., 2008), with Cluster 4 expressing the rostral marker *Mc4r* and Cluster 16 expressing the caudal marker *Crym* (Loo et al., 2019). 

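Fezf2 was at 77.7 ± 13.7 CPM (SD, n = 11 embryos) in Cluster 4 and 68 ± 17 CPM (SD, n = 11) in Cluster 16, followed by 39.7 CPM in Cluster 1. Mc4r was at 5.13 ± 2.18 CPM (SD, n = 11) in Cluster 4, with 1.48 CPM in Cluster 24 as the next highest level. Crym was at 33.8 ± 20.6 CPM (SD, n = 11) in Cluster 16, with 5.09 CPM in Cluster 4.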

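Erbb4 was at 23026 ± 2037 CPM (SD, n = 11 embryos) in interneuron Cluster 5 and 22228 ± 3093 CPM (SD, n = 10) in interneuron Cluster 23. The next highest interneuron cluster was Cluster 15 with 4670 ± 839 CPM (SD, n = 11).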

Of the seven interneuron clusters, Cluster 5 and 23 also expressed high levels of *Erbb4*, a putative marker for migrating interneurons (Yau et al., 2003). 

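In interneuron Cluster 10, Top2a was at 558 ± 93.3 CPM and Mki67 at 233 ± 46.8 CPM (SD, n = 11 embryos for both). Dlx1 was at 252 ± 55.5 CPM and Dlx2 at 50.2 ± 9.96 CPM (SD, n = 11), the highest levels of the 25 clusters, and interneuron Cluster 23 followed with 174 CPM of Dlx1 and 36.1 CPM of Dlx2. Gad2 was at 1210 ± 143 CPM (SD, n = 11) in Cluster 10 and 120 ± 22.5 CPM (SD, n = 11) in RGC Cluster 3.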

Cluster 10 expressed proliferation markers *Top2a* and *Mki67* as well as interneuron precursor markers *Dlx1* and *Dlx2.* Compared to interneuron precursor Cluster 3, Cluster 10 expressed *Gad2.* Therefore, this cluster likely represents later stage interneuron precursors and was therefore grouped with the other interneuron clusters. The remaining clusters not further classified were identified by their major cell type (i.e., Cluster 2 as “RGC 1”).

### 3.3 PAE decreases *Wnt*-expressing progenitor cells

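As means over the 11 embryos, 33.1 ± 6.71% of nuclei were PN, 23.0 ± 4.03% RGCs, 9.56 ± 1.34% IPCs, 26.0 ± 6.15% interneurons and 8.30 ± 1.37% other cell types (SD, n = 11).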

The distribution of PAE-exposed and non-exposed cortical cells across major cell types was similar to previous reports from murine E14 cortices (Figure 2A) (Loo et al., 2019), with the largest proportions of cells constituting PN (33.1%), followed by progenitors (23% RGCs and 9.6% IPCs totaling 32.6%), interneurons (26%), and other cell types (8.3%). 

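After EtOH treatment, RGCs made up 20.7 ± 2.48% of nuclei (SD, n = 6) against 25.7 ± 3.97% (SD, n = 5) in saline embryos, a difference of -5.04 points (exact permutation test, p = 0.0238, adjusted p = 0.108 over the 5 major cell types, and p = 0.0190 within batches). PN made up 36.6 ± 5.21% (SD, n = 6) against 28.9 ± 6.23% (SD, n = 5), a difference of 7.64 points (exact permutation test, p = 0.0433, adjusted p = 0.108, and p = 0.0333 within batches). Neither difference passed the adjustment. The remaining types differed by less than the spread between embryos, with exact permutation p-values of 0.489 for IPCs, 0.528 for interneurons and 0.494 for other cell types. Cluster 21 made up 1.69 ± 1.66% of nuclei in saline (SD, n = 5) and 0.964 ± 0.577% in EtOH embryos (SD, n = 6), a difference of -0.723 points or -42.9% of the saline mean. This difference was smaller than the spread between embryos (exact permutation test, p = 0.426, adjusted p = 0.767 over the 25 clusters). In batch 1 the means were 0.898% for saline and 1.5% for EtOH, in batch 2 they were 2.21% and 0.696%, and the exact permutation test within batches gave p = 0.429. Saline embryo S2-2 had 4.64% and the other 4 saline embryos between 0.748% and 1.25%. Without S2-2, the difference was 0.0158 points (exact permutation test, p = 0.952). The group medians, the alternative that moved the value most, were 0.933% and 1.11%, with the EtOH median the higher. The two-way test named in the methods, applied to the same percentages, gave a Bonferroni-adjusted p of 0.248 for Cluster 21.

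**Figure D1:**
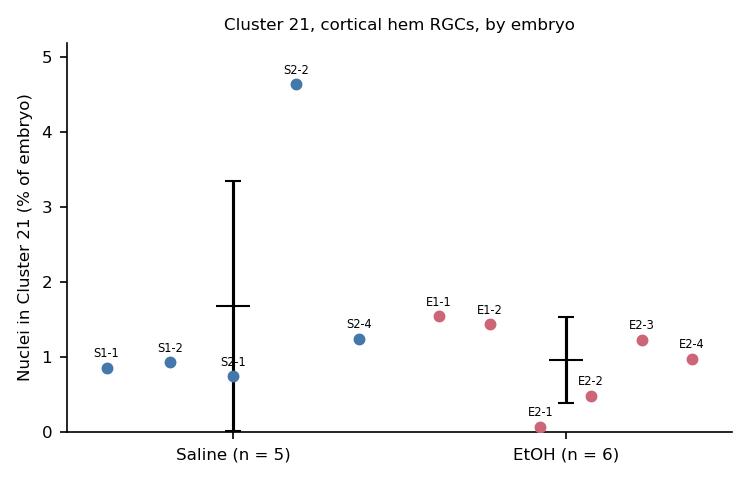
Percentage of each embryo's nuclei in Cluster 21 (vertical axis, percent) for saline and EtOH embryos, 1 point per embryo, with the mean and SD of each group. Saline embryo S2-2 lies at 4.64% and the EtOH embryos lie between 0.0789% and 1.55%.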

We found no change in the percentages of major cell types after PAE (Figure 2B), however cortical hem RGC Cluster 21 were significantly decreased by roughly 40% after EtOH treatment (Figure 2C). No other cluster had significantly altered percentages of cells; thus, cortical hem RGCs may represent a cell type vulnerable to the effects of moderate PAE in the treatment paradigm used. 

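Of the 25 clusters, 0 had an adjusted p under 0.05 in the exact permutation test, and 1 had an unadjusted p under 0.05. That cluster was Cluster 4, with 6.55 ± 2.02% of nuclei in saline (SD, n = 5) and 9.56 ± 2.19% in EtOH embryos (SD, n = 6, exact permutation test, p = 0.0455, adjusted p = 0.758, and p = 0.0333 within batches). An edgeR test on the numbers of nuclei per cluster called 0 clusters, with 0 at an unadjusted p under 0.05, and gave a log2 fold change of -0.82 for Cluster 21. The methods' two-way test also called 0 of the 25 clusters. From the lower percentage of Cluster 21 in Figure 2C, with no change in other clusters, the paper proposes that cortical hem RGCs are a cell type vulnerable to moderate PAE.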

Cluster 21 cortical hem RGCs showed marked expression of *Wnt* genes (Supplementary Figure S3), and the effects of PAE on Wnt signaling have also been observed in previous FASD studies (Hashimoto-Torii et al., 2011; Muralidharan et al., 2018; Chater-Diehl et al., 2019; Fischer et al., 2021).

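Of the 17 Wnt ligand genes in the files, 6 had their highest level of the 25 clusters in Cluster 21. These were Wnt8b, Wnt3a (183 CPM), Wnt9a (105 CPM), Wnt2b (71.6 CPM), Wnt1 (1.13 CPM) and Wnt11 (0.759 CPM), of which Wnt1 and Wnt11 had only 2 and 3 UMIs in Cluster 21, too few to rank the clusters. Wnt3a lies on chromosome 11 of GRCm38 from 59248033 to 59290752. The summed level of the 17 genes was 934 CPM in Cluster 21, 397 CPM in Cluster 20, which was next, and 137 CPM as the median of the 25 clusters.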

**FIGURE 2:**
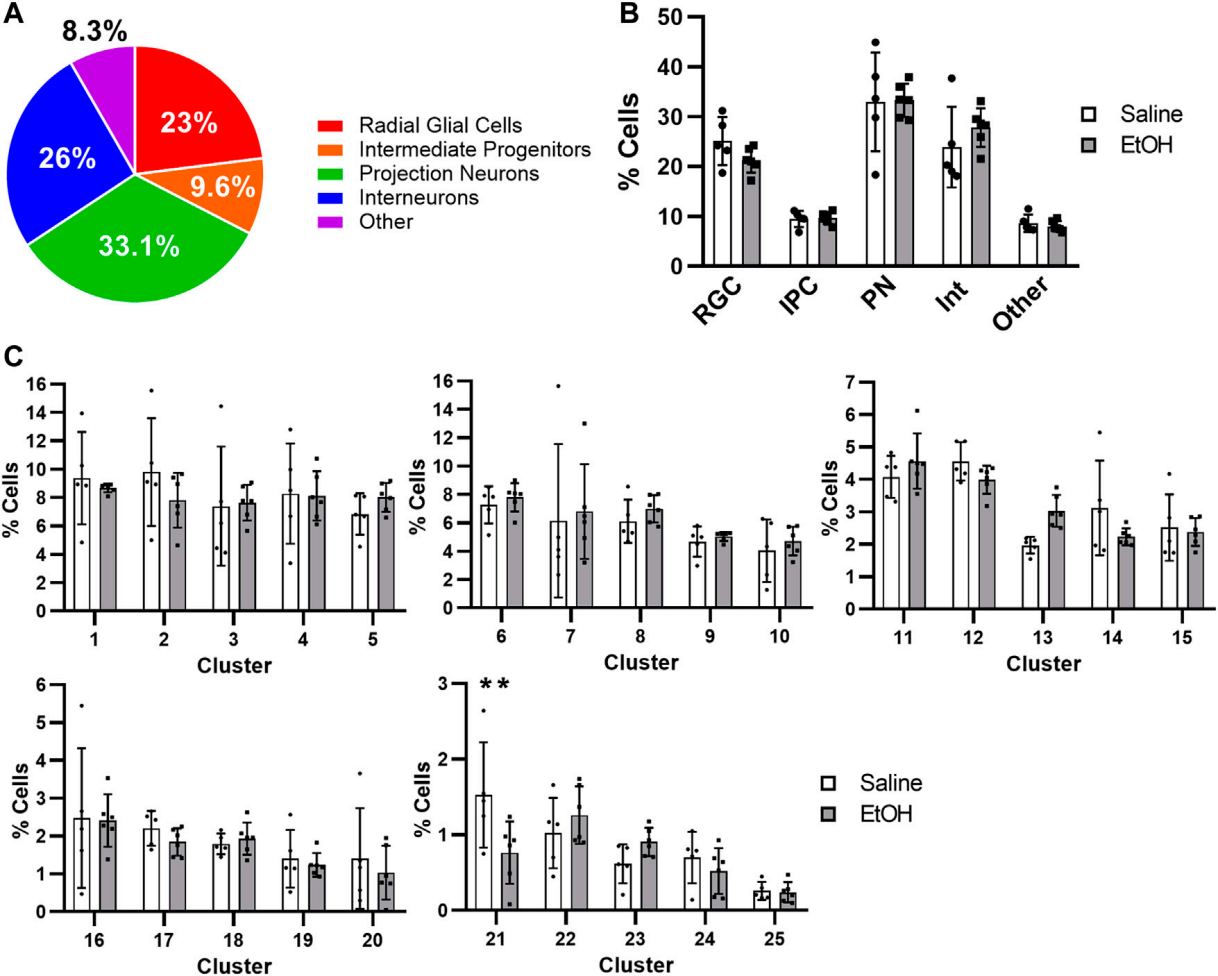
Distribution of cell across cell types. **(A)** Pie chart of the percentage of major cell types across all samples. **(B)** Bar graph of the percentage of cells in each major cell type comparing saline and EtOH. **(C)** Bar graphs of the percentage of cells for each cluster comparing saline and EtOH. The 25 clusters were grouped in cohorts of 5. ANOVA **: *p*-value < 0.01.

To determine whether apoptosis was induced in any cell type, we measured expression of caspase-3 (*Casp3*), the primary caspase implicated in PAE-induced apoptosis (Dong et al., 2010). Normalized expression of *Casp3* revealed no change in expression after PAE (Supplementary Figure S4A). Furthermore, when determining the percentage of cells expressing *Casp3* transcripts, on average, in 75% of the cells from either treatment group expression of the transcript was undetectable and only 5% expressed more than 2 copies (Supplementary Figure S4B). This finding is consistent with a previous scRNAseq study also reporting no significant apoptosis as measured by caspase expression (Salem et al., 2021) as well as reports that higher doses of EtOH may be required for measurable apoptosis in rodent models (Almeida et al., 2020). Of note, because dying cells are likely excluded from sn- and scRNAseq due to low quality reads or transcript counts, these technologies may not accurately reflect the extent of apoptosis. Although the percentage of cells in Cluster 21 cortical hem RGCs was decreased after PAE (Figure 2C) and Cluster 21 did not show elevated *Casp3* expression, the decrease in this cell type may have taken place at time points prior to tissue collection or single nucleus preparation and in that case would be no longer detectable.

### 3.4 PAE alters the cell cycle progression of *Tcf7l2*-expressing radial glial cells

We then investigated whether PAE altered the distribution of cells within different phases of the cell cycle. Cells were assigned to the G1, G2/M, or S phase of the cell cycle using ccSeurat. 

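Phases were called for each nucleus with Seurat's cell cycle scores from the 9 S genes and 12 G2/M genes that the authors list. The percentage of nuclei called G2/M, as the mean over 11 embryos, was 31.8 ± 3.67% in RGCs, 23.7 ± 3.50% in IPCs, 11.3 ± 2.05% in PN, 16.2 ± 3.13% in interneurons and 10.8 ± 2.69% in the other clusters (SD, n = 11). Of PN nuclei, 73.6 ± 2.79% were called G1, and of interneuron nuclei 65.4 ± 3.99% (SD, n = 11 for both). After thinning to 2000 UMIs per nucleus, the G2/M percentages were 34.4% in RGCs, 23.5% in IPCs, 10.7% in PN and 14.3% in interneurons. A call of G2/M in PN is no measure of division, since each nucleus receives 1 of 3 phases and free RNA from dividing cells was not measured.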

As shown in Figures 3A,B, progenitor cell types displayed the highest percentage of cells in the G2/M phase, consistent with the proliferative capacity of these cells, whereas the projection neuron and interneuron clusters were predominately in G1. 

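Over the 25 clusters and 3 phases, 0 of 75 differences between treatments had an adjusted p under 0.05 in the exact permutation test, and 7 had an unadjusted p under 0.05. Exchanging labels only within batches, the alternative that moved this count most, gave 3 of 75. The smallest p that the 210 splits within batches allow is 0.00476, so these 3 cannot have passed an adjustment over all 75 tests together. In Cluster 20, 31.4 ± 7.79% of nuclei were called G2/M in saline (SD, n = 5) and 22.6 ± 19.1% in EtOH embryos (SD, n = 6), a difference of -8.73 points (exact permutation test, p = 0.370, and p = 0.371 within batches). The percentage called S was 35.9 ± 5.40% in saline (SD, n = 5) and 42.2 ± 29.7% in EtOH embryos (SD, n = 6), a difference of 6.38 points (exact permutation test, p = 0.868). Both differences were smaller than the spread between embryos. Between 41 and 220 nuclei of each saline embryo and between 1 and 96 nuclei of each EtOH embryo belonged to Cluster 20. The single nucleus of EtOH embryo E2-3 was called S, and without that embryo the difference in S was -5.18 points (exact permutation test, p = 0.365). Without E2-3 the difference in G2/M shrank to -4.20 points. Of the 7 nuclei of EtOH embryo E1-2, 57.1% were called G2/M, and without E1-2 the difference in G2/M was -15.6 points (exact permutation test, p = 0.0476). With the embryos that had at least 10 nuclei, the difference was -11.7 points in G2/M (exact permutation test, p = 0.0794) and -1.08 points in S (exact permutation test, p = 0.746). Free RNA was not measured for these calls, so no cycling is read from them alone. From the percentages of Cluster 20 in Figure 3C, the paper proposes impaired proliferation of this RGC type.

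**Figure D2:**
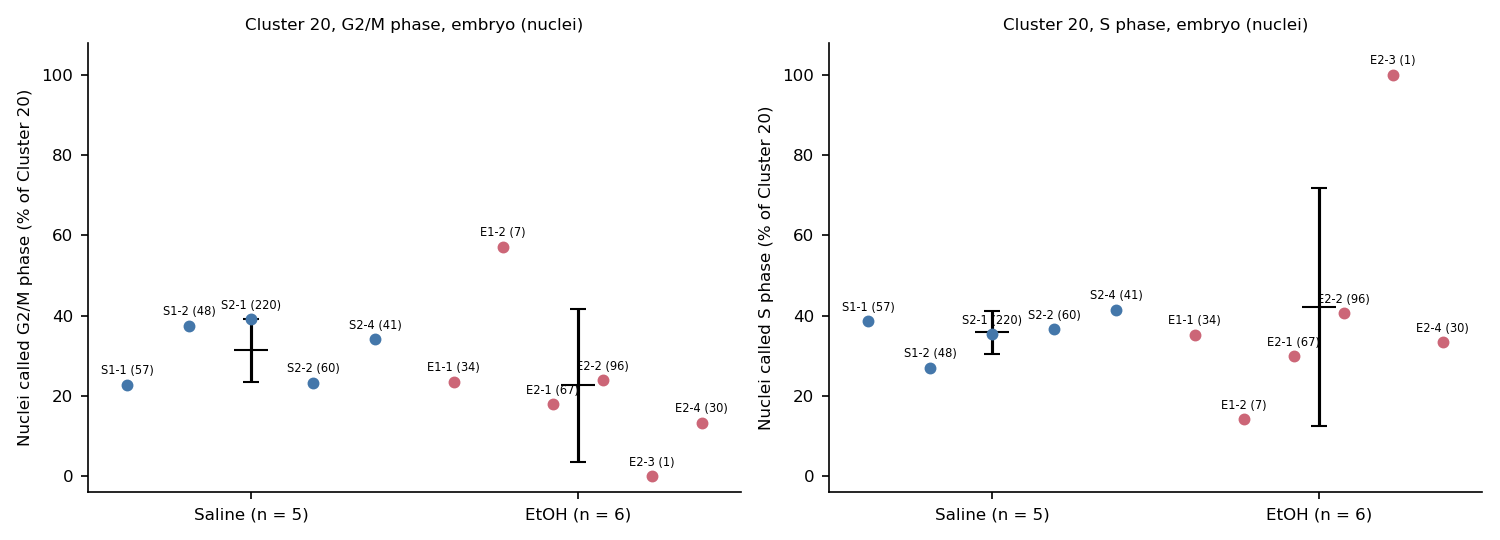
Percentage of each embryo's Cluster 20 nuclei called G2/M and S (vertical axes, percent) for saline and EtOH embryos, 1 point per embryo labelled with its number of nuclei, with group means and SD. The EtOH embryos with 1 and 7 nuclei hold the values of 100% in S and 57.1% in G2/M.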

Comparison of saline and EtOH treatment groups revealed a significant difference in the distribution of cells in the cell cycle for RGC Cluster 20 (Figure 3C), which showed a decrease in the percentage of cells in G2/M and increased percentage of cells in the S phase of the cell cycle, suggesting impaired proliferation of this RGC cell type. 

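Tcf7l2, on chromosome 19 of GRCm38 from 55741820 to 55933654, was at 1057 ± 750 CPM (SD, n = 9 embryos with at least 10 nuclei) in Cluster 20, the highest level of the 25 clusters. The next highest level of Tcf7l2 was 464 CPM in Cluster 3, and the median over the clusters was 40.4 CPM. Of the other transcription factors of the pathway, Tcf7 was highest in Cluster 20 with 5.61 CPM. Lef1 was at 199 CPM in Cluster 20, after 243 CPM in Cluster 2 and 228 CPM in Cluster 21. Tcf7l1 was at 253 CPM in Cluster 20, rank 4 of the clusters, and highest in Cluster 12 with 639 CPM, and Ctnnb1 was at 137 CPM, rank 5.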

Cluster 20 cells robustly expressed *Tcf7l2*, a transcription factor downstream in the Wnt signaling pathway, relative to the other clusters as well as other Wnt pathway transcription factors (Supplementary Figure S3). The decreased percentage of Cluster 21 *Wnt*-expressing cells and decreased percentage of mitotic cells in Cluster 20 *Tcf7l2*-expressing cells is consistent with the reported role of Wnt signaling in increasing the expression of genes that promote proliferation (Chenn, 2008) and further implicates Wnt signaling in the effects of PAE, particularly on progenitor cell types.

**FIGURE 3:**
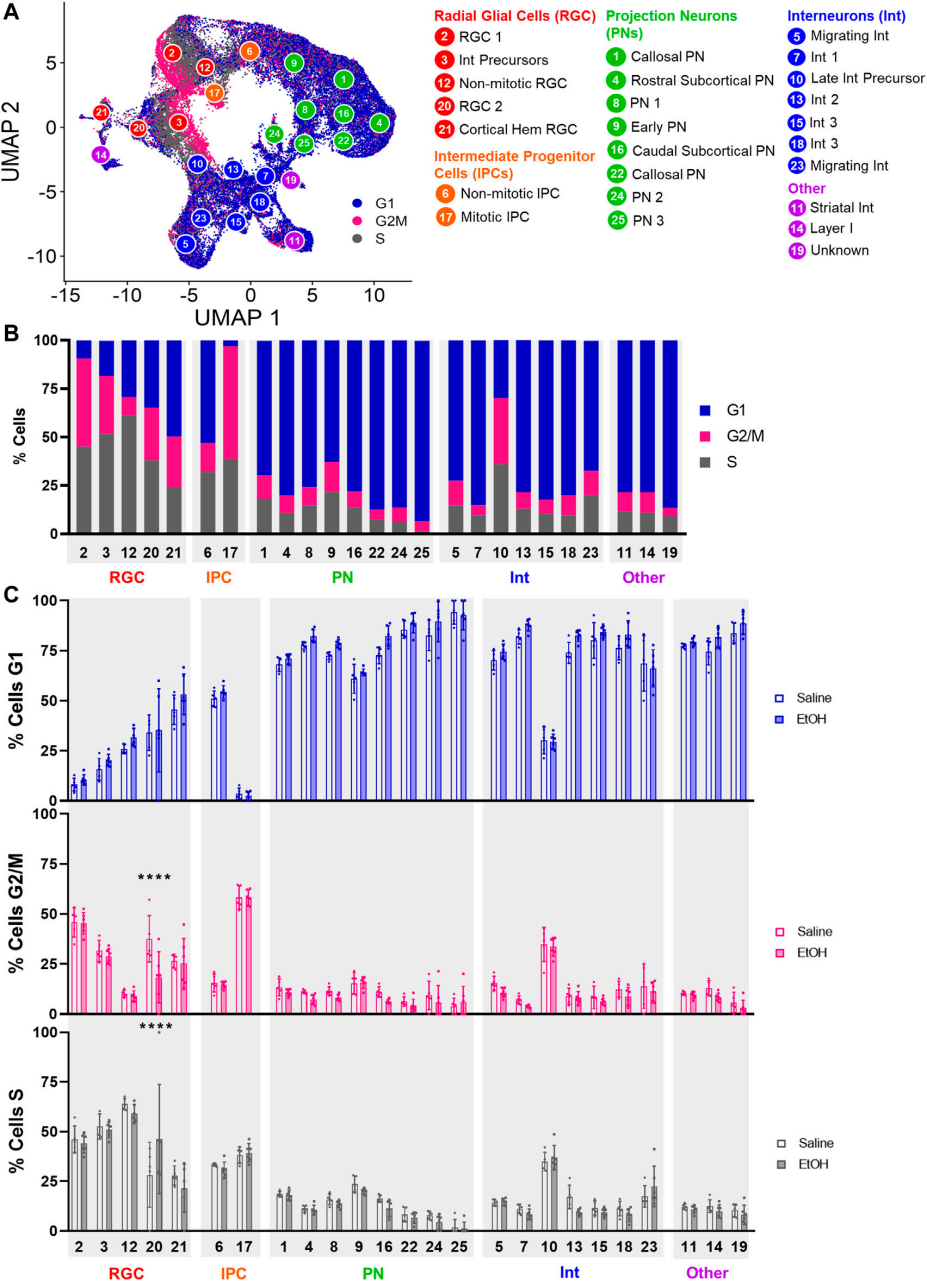
Percentage of cells in cell cycle stages. **(A)** UMAP overlaid with the cell cycle stage for each cell. **(B)** Bar graph of the percentage of cells in each cell cycle stage across all samples. **(C)** Bar graph of the percentage of cells in each cell cycle stage comparing Saline and EtOH. ****: *p* < 0.0001.

### 3.5 PAE increases differentiation in a cell type-specific manner

We next investigated the effect of PAE on differentiation progression using pseudotime analysis. In order to construct trajectory graphs to determine pseudotime scores for each treatment, separate UMAPs were generated for saline and EtOH samples (Figure 4A). *Rarb*+ striatal interneurons (Cluster 11) and Layer I *Reln*+ Cajal-Retzius cells (Cluster 14) were removed for this analysis since these are outlying cell types of distinct lineage (Bielle et al., 2005; Lim et al., 2018). 

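Pseudotime was scored on 47052 nuclei of 23 clusters, without Clusters 11 and 14, as the path length from Cluster 21 along a minimum spanning tree through the cluster centroids in 30 principal components of the 2000 most variable genes. Counts were normalized per nucleus, put on a log scale and centred within each batch. As in the study, 1 tree was fitted to the saline embryos and 1 to the EtOH embryos. The scores are distances in the space of the principal components and have no unit of time. On the saline tree, the mean score was 21.8 in RGC clusters, 58.6 in IPC clusters, 103.9 in PN clusters and 138.8 in interneuron clusters. The EtOH tree gave 25.0, 65.3, 115.8 and 167.4 in the same order.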

As expected, progenitor cell clusters showed lower pseudotime scores compared to neuronal clusters, with PNs showing the highest pseudotime scores. Furthermore, the expression of genes known to be related to neuronal maturation were increased in clusters with increasing pseudotime scores (Supplementary Figure S5). When comparing saline and EtOH, we found a significant increase in the average pseudotime scores in all IPC and PN clusters as well as the non-mitotic RGC Cluster 12 and interneuron clusters 7 and 15 (Figures 4B,C). 

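With a tree fitted to each treatment, the mean score over the 10 IPC and PN clusters was 94.8 in saline and 105.7 in EtOH embryos, and it was higher after EtOH in 10 of 10 clusters. The difference of 10.85 lay within what other divisions of the embryos gave, since 51 of 100 splits into groups of the same sizes, refitted in the same way and counting the real split, had a difference at least as large. In Cluster 12 the difference was 4.56, which 1 of 100 splits reached, in Cluster 7 it was 22.8 (17 of 100) and in Cluster 15 it was 20.5 (18 of 100). The mean score was higher after EtOH in all 7 interneuron clusters, with differences from 15.1 to 37.5, which in Clusters 10, 13, 18, 23 and 5 were reached by 4, 3, 3, 7 and 60 of 100 splits. The farthest cluster lay at 157.4 on the saline tree and 194.8 on the EtOH tree, and the EtOH tree shared 19 of its 22 edges with the saline tree. With scores divided by the largest cluster mean of their own tree, the alternative that reversed the difference, it was -0.0600 (25 of 100 splits as large).

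**Figure D3:**
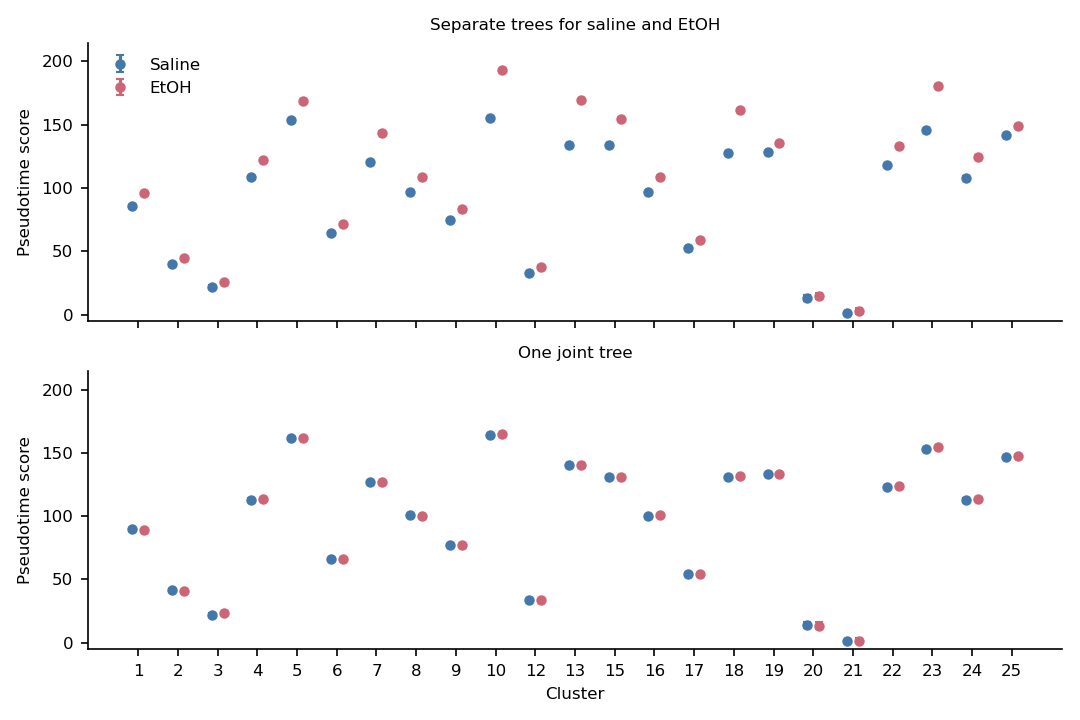
Mean pseudotime score of saline and EtOH embryos per cluster, with the SD between embryos (vertical axes in units of path length). The upper panel has 1 tree per treatment and the lower panel 1 tree for all embryos. With separate trees the EtOH means of the PN clusters lie between 6.86 and 16.3 above their saline means. On the joint tree the mean difference of IPC and PN clusters is 0.0665.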

Because the pseudotime scores across cells in each cluster does not follow a normal distribution, we also measured the Wasserstein distance between the treatment groups, which is a measure of the minimum movement required to transform the shape of one probabilistic distribution to another (Gan et al., 2022). 

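The Wasserstein distance between the scores of all saline nuclei and all EtOH nuclei of a cluster, with nuclei pooled over embryos and 1 tree per treatment, had a mean of 28.5 over the 7 interneuron clusters (15.2 to 37.4), 11.8 over the 8 PN clusters (6.77 to 15.95), 6.77 over the 2 IPC clusters (6.17 to 7.36) and 2.88 over the 5 RGC clusters (0.382 to 4.92). Clusters 7 and 15 had distances of 23.3 and 19.9, and Cluster 12 had 4.56. On a single tree fitted to the nuclei of all embryos, the mean distances were 0.529 for interneurons, 0.513 for PN, 0.559 for IPCs and 0.811 for RGCs. The distance is never below 0, has no replicate error when nuclei are pooled, and was not tested between treatments.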

The Wasserstein distances measured were consistent with the average pseudotime score findings, where the IPCs, PNs, and select RGC and interneuron clusters showed a greater Wasserstein difference compared to other clusters (Figure 4D). These results suggest PAE pushed IPCs and PNs as well as non-mitotic RGCs and specific subtypes of interneurons further along in their developmental trajectories. 

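When a single tree was fitted to the nuclei of all 11 embryos, the mean score over the 10 IPC and PN clusters was 98.5 in saline and 98.6 in EtOH embryos, a difference of 0.0665 (exact permutation test, p = 0.652, and p = 0.705 within batches). On that tree, 0 of 23 clusters had an adjusted p under 0.05, and 4 had an unadjusted p under 0.05, of which Clusters 5 and 23 were higher and Clusters 2 and 8 lower after EtOH. Cluster 23 had the smallest p, with 153.3 ± 0.630 in saline (SD, n = 5) and 154.3 ± 0.336 in EtOH embryos (SD, n = 6, exact permutation test, p = 0.00866, adjusted p = 0.199). With nuclei thinned to 2000 UMIs, the difference of the IPC and PN clusters was 0.143 (exact permutation test, p = 0.286). Free RNA from other cells was not measured for the scores. From the scores on separate trees and their distances, the paper proposes that PAE pushed IPCs, PNs, non-mitotic RGCs and specific interneurons further along their developmental trajectories.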

The premature maturation of glutamatergic neurons is consistent with previous reports in other FASD models, as detected by the upregulation of markers for neuronal maturation (Kim et al., 2010; Gil-Mohapel et al., 2011; Zhu et al., 2017). Of the affected RGC cell types, only the non-mitotic cluster showed increased differentiation, suggesting cell state-specific effects of PAE on differentiation.

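With separate trees, the mean score was higher after EtOH in 5 of 5 RGC clusters, by 4.99 in Cluster 2 (3 of 100 splits as large), 3.40 in Cluster 3 (1 of 100), 1.76 in Cluster 20 (44 of 100) and 1.30 in Cluster 21 (3 of 100). On the joint tree, the score of Cluster 12 was 33.7 ± 0.695 in saline (SD, n = 5) and 33.9 ± 0.335 in EtOH embryos (SD, n = 6, exact permutation test, p = 0.621). Cluster 2 scored 41.6 ± 0.451 in saline (SD, n = 5) and 40.7 ± 0.671 in EtOH embryos (SD, n = 6) on that tree (exact permutation test, p = 0.0455, adjusted p = 0.274).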

**FIGURE 4:**
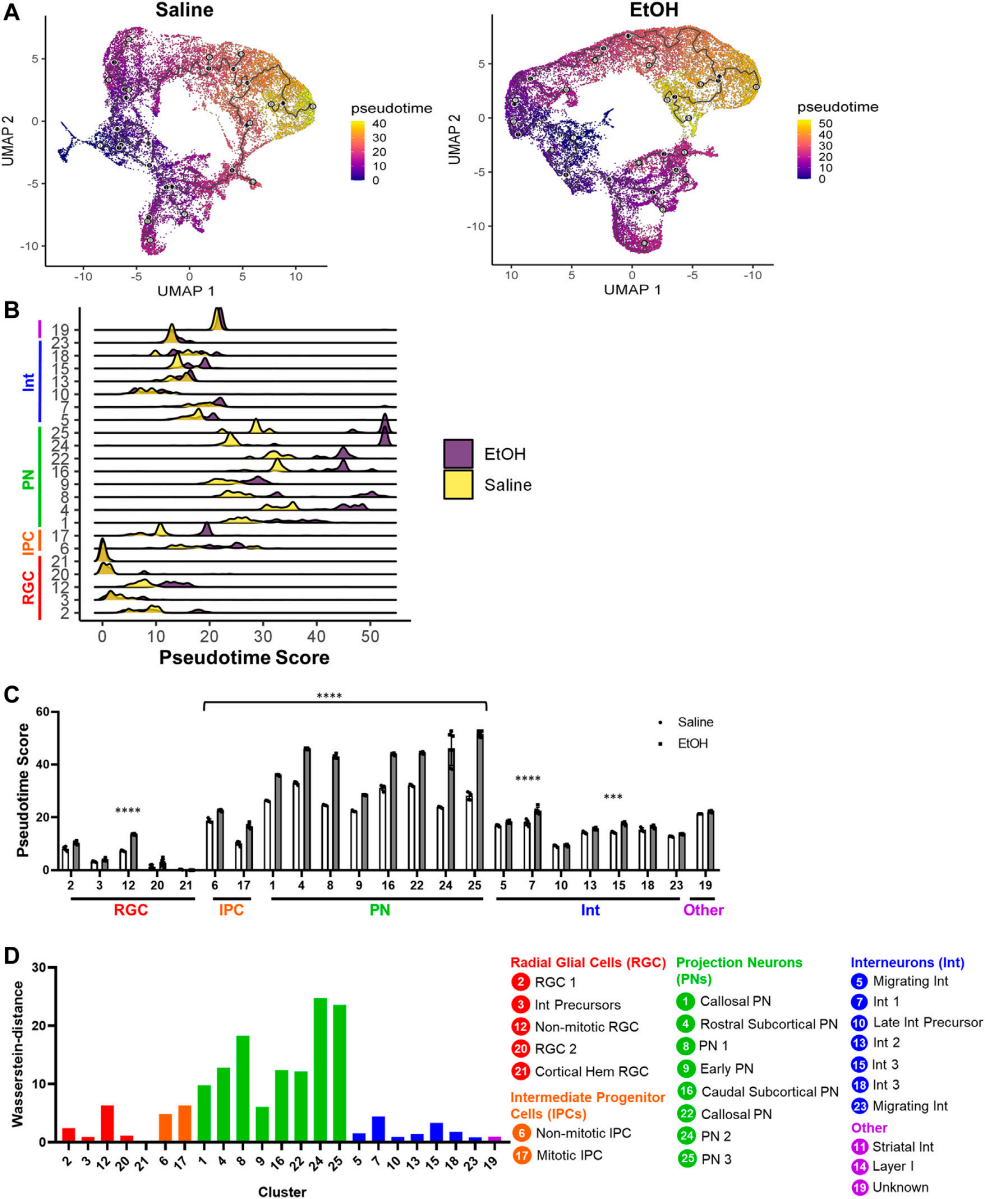
Pseudotime analysis of cell differentiation trajectories. **(A)** Individual UMAPs for Saline and EtOH overlaid with color representative of pseudotime scores for each cell. **(B)** Bridge plot of the pseudotime score distribution for cells within each cluster. **(C)** Bar graph of the average pseudotime score for each cell type comparing Saline and EtOH. **(D)** Wasserstein-distance between the distribution of Saline and EtOH pseudotime scores for each cluster. ***: *p* < 0.001. ****: *p* < 0.0001.

### 3.6 Cell type-specific gene expression alterations after PAE

Differential gene expression analysis was performed to identify genes and pathways altered by PAE (Figure 5A). 

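Differences in expression were tested in each cluster with edgeR's quasi-likelihood test on counts summed per embryo, with TMM normalization and 3432 to 11837 genes tested per cluster. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 within its cluster and a fold change above 1.25 or below 0.8, which are the limits of the methods. In simulated counts with 2-fold changes, this test called 89.7% of the changed genes in Cluster 1, 88.8% in Cluster 7, 55.4% in Cluster 20 and 72.6% in Cluster 21. Those counts had independent embryos without an outlier, and smaller changes of single genes were not simulated for this test. Cluster 25, where only 2 EtOH embryos had at least 10 nuclei, had 0 DEGs by edgeR, with 145 genes up and 158 down at an unadjusted p under 0.05. The study's DESingle test takes nuclei as replicates and was not run, and a normal test of the difference in mean log-normalized expression that also takes nuclei as replicates was run as an alternative. When simulated embryos of a group differed from one another, that test called 21.0% of the unchanged genes.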

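The mean number of DEGs per cluster was 72.6 ± 83.8 for RGCs (SD, n = 5 clusters), 7.0 ± 8.49 for IPCs (SD, n = 2), 105 ± 120 for PN (SD, n = 8), 54.9 ± 74.8 for interneurons (SD, n = 7) and 32.7 ± 36.2 for the other clusters (SD, n = 3). The number ranged from 351 in Cluster 1 to 0 in Cluster 25, and the spread between clusters of a type was as large as the differences between types. Clusters differ in their numbers of nuclei and therefore in the depth of the summed counts.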

Of the major cell types, the average number of differentially expressed genes (DEGs) per cluster was similar for RGCs, IPCs, PNs, Int, and the other cell types (Figure 5B). 

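Summed over the 25 clusters, 1702 pairs of a gene and a cluster were called, 952 of them up and 750 down after EtOH (55.9% up). At an unadjusted p under 0.05, 18116 pairs were up and 9302 down. The total varied with single embryos, from 91 without saline embryo S1-1 to 19096 without saline embryo S2-4, of which 70.3% were up. Of the 1702 pairs, 1701 were also called without S2-4. With each batch tested alone, 7822 pairs were called in batch 1 (61.5% up), with 2 embryos per group, and 50 in batch 2 (52.0% up). With batch as a covariate, 909 pairs were called, 55.3% of them up. DESeq2 called 5669 pairs, 63.5% of them up. Nuclei thinned to 2000 UMIs gave 780 pairs, 48.5% of them up, and 276 of the 780 were among the 1702. The largest total came from nuclei as replicates, with 24963 pairs called, 49.0% of them up.

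**Figure D4:**
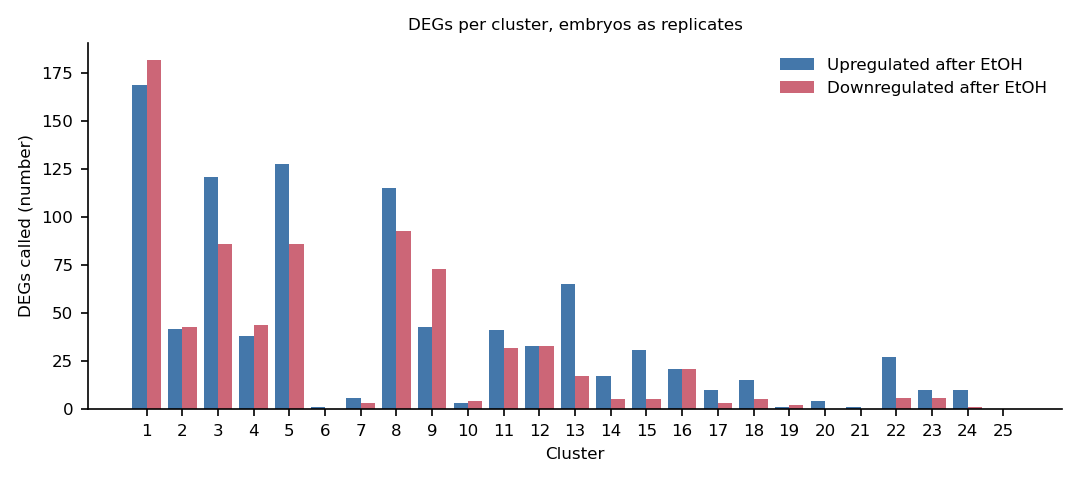
Number of DEGs per cluster (vertical axis in genes, with bars for up and down side by side) by edgeR on counts summed per embryo. Cluster 1 has 169 genes up and 182 down, and Cluster 7 has 6 up and 3 down.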

We found an overall increased expression of DEGs after EtOH treatment compared to saline (Figure 5C), with 907 total downregulated DEGs and 2,410 total upregulated DEGs. This trend towards upregulated DEGs after PAE is consistent with previous studies (Zhu et al., 2017; Fischer et al., 2021). Interestingly, when combining clusters within major cell types, the bias towards gene upregulation was most observed in the PN, followed by IPCs and interneurons, whereas RGCs displayed a more equal distribution of up- and downregulated DEGs (Figures 5D,E). 

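By major cell type, 50.2% of 843 DEGs were up in PN, 78.6% of 14 in IPCs, 67.2% of 384 in interneurons, 55.4% of 363 in RGCs and 60.2% of 98 in the other clusters. Without saline embryo S2-4, 66.4% of the DEGs of PN were up, and with limma voom and the dam as a random block 75.2% were. With nuclei as replicates the share was lower, at 44.7% of 7120.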

The cluster with the highest number of DEGs (547) and highest number of upregulated DEGs (392) was Interneuron Cluster 7, which was also one of the two interneuron clusters that showed increased pseudotime scores with PAE. 

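Cluster 7 had 9 DEGs by edgeR, 6 up and 3 down, and 1039 genes up and 362 down at an unadjusted p under 0.05. Of the upregulated genes, Gm14211 went from 6.33 ± 2.88 CPM in saline (SD, n = 5) to 19.9 ± 3.82 CPM in EtOH embryos (SD, n = 6), a log2 fold change of 1.74 (standard error 0.24, adjusted p = 0.0114). Grip1os2 had a log2 fold change of 1.20 (adjusted p = 0.0355) and 4930587E11Rik of 1.65 (adjusted p = 0.0484). These 3 genes lie on the strand opposite to Plcb4, Grip1 and Cntn3, and since the strand counted is not stated in the paper's text, their UMIs are not certain to come from them. Of the downregulated genes, Bmpr1b went from 50.1 ± 12.3 CPM in saline (SD, n = 5) to 21.1 ± 4.74 CPM in EtOH embryos (SD, n = 6), a log2 fold change of -1.22 (standard error 0.17, adjusted p = 0.0114), and was called in 10 of 11 tests with an embryo left out. Pik3r3 had a log2 fold change of -1.02 (adjusted p = 0.0484). Gm14211 was called in 8 of 11 tests with an embryo left out, and Grip1os2, 4930587E11Rik and Pik3r3 in 2 of 11 each. Without saline embryo S2-4 the cluster had 874 DEGs, 687 of them up, and without any other embryo between 0 and 9. With batch as a covariate 2 genes were called. DESeq2 called 226 genes, limma voom with the dam as a random block 753, and the test with nuclei as replicates 2289, of which 1643 were up. The highest number of DEGs by edgeR was in Cluster 1, and with nuclei as replicates it was in Cluster 7.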

The top marker gene for Cluster 7 was *Snhg11*, a long non-coding RNA (lncRNA) primarily implicated in cancer cell progression. 

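Snhg11, on chromosome 2 of GRCm38 from 158375638 to 158386145, was at 1198 ± 364 CPM in Cluster 7 and 1172 ± 311 CPM in Cluster 19 (SD, n = 11 embryos for both), a difference smaller than the spread between embryos. Between treatments, its log2 fold change was 0.55 in Cluster 7 (standard error 0.18, adjusted p = 0.148 from edgeR's quasi-likelihood test) and 0.64 in Cluster 8 (adjusted p = 0.0431), the cluster in which it was called, in 2 of 11 tests with an embryo left out.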

Interestingly, Snhg11 has been shown to promote cancer progression *via* activation of Wnt signaling (Liu et al., 2020; Wu et al., 2021). Previous scRNAseq studies in E14 cortex have classified *Snhg11* as a novel interneuron marker (Loo et al., 2019), however its function in interneurons or brain development is largely unknown.

**FIGURE 5:**
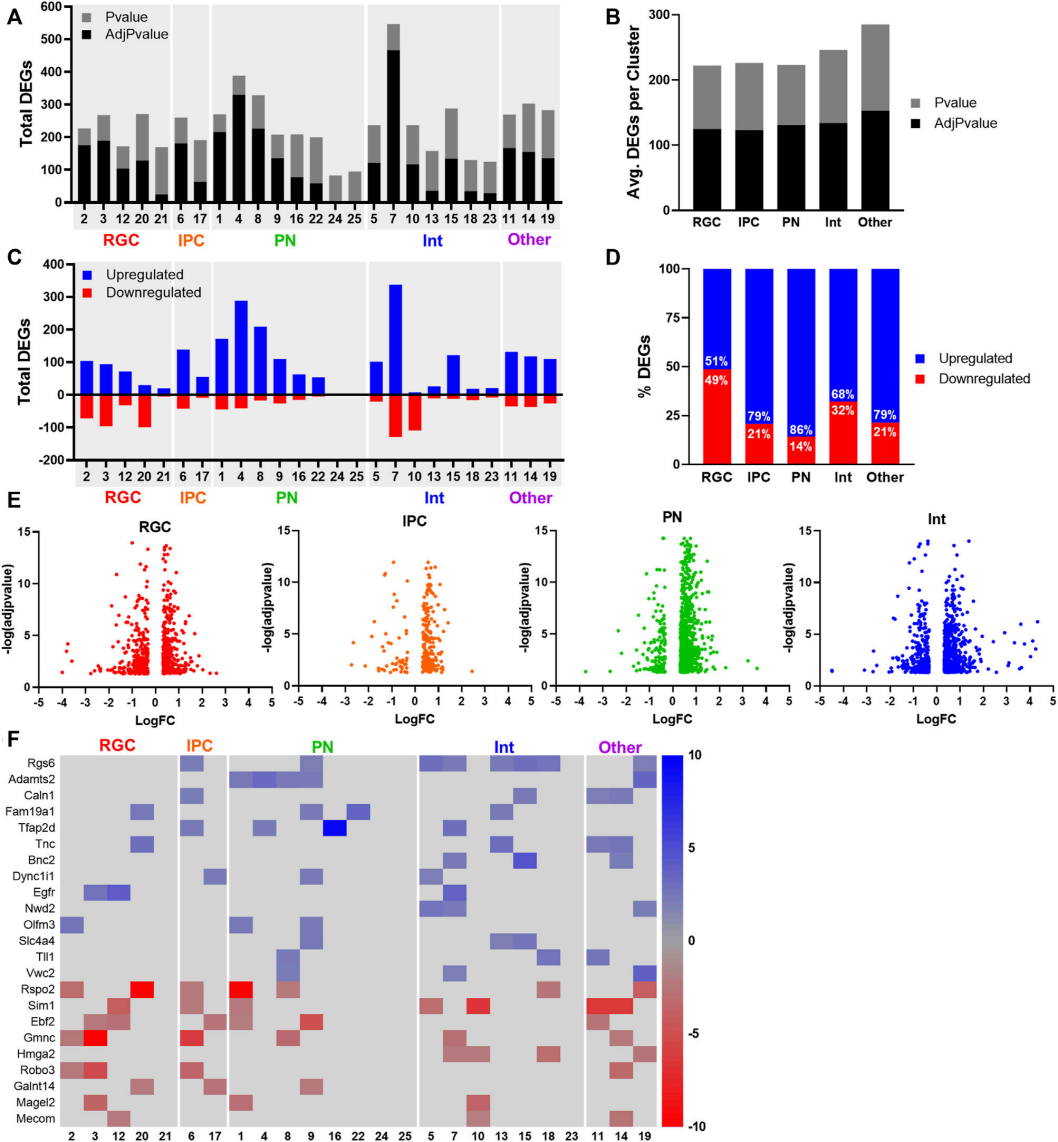
Differentially expressed genes after PAE. **(A)** Total nominal *p*-value (*p* < 0.05) and adjusted *p*-value (adj.*p* < 0.05) significant differentially expressed genes (DEGs) per cluster. **(B)** Average number of nominal *p*-value (*p* < 0.05) and adjusted *p*-value (adj.*p* < 0.05) significant DEGs per cluster for major cell types. **(C)** Total downregulated (red) and upregulated (blue) DEGs per cluster. **(D)** The percent of upregulated and downregulated DEGs per major cell type. **(E)** Volcano plots of the log fold change (logFC) and–log of the adjusted pvalue [-log (adjpvalue)] for all DEGs in major cell types. **(F)** Heatmap the fold change of DEGs signficant in at least 3 clusters with fold change > 2.

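The 1702 calls fell on 1121 genes, of which 789 were called in 1 cluster and 137 in at least 3 clusters in the same direction. Among the genes called down in most clusters were Kcnq1ot1 (9 clusters) and Rbpj, Sox11 and Ddx3x (7 clusters each). Gm26909 was called up in 8 clusters, Gm26573 and 4930432K21Rik in 7 each, and 5430419D17Rik and Drg1 in 6 each. Kcnq1ot1, on chromosome 7 of GRCm38 from 143203458 to 143296549, is annotated as antisense to Kcnq1, Gm26909 lies opposite Polb, 5430419D17Rik opposite Fgfr2 and Drg1 opposite Eif4enif1, and Gm26573 overlaps genes on both strands, so that their UMIs are not certain to come from them. Of all calls, 1242 fell on protein-coding genes (42.4% up), 312 on genes annotated as antisense (299 up) and 135 on lincRNA genes (118 up).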

Although the majority of DEGs were unique to the clusters which they were significant, some genes were significant across multiple cell types. 

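By edgeR, Rgs6 was tested in 23 clusters, Olfm3 in 19, Tnc in 16 and Dync1i1 in 24, and each was called in 0 clusters. Their smallest adjusted p-values were 0.0770 for Rgs6 (Cluster 9, log2 fold change -1.53), 0.0559 for Olfm3 (Cluster 12, -2.04), 0.193 for Tnc (Cluster 1, -0.95) and 0.155 for Dync1i1 (Cluster 9, -1.19). Tnc had a log2 fold change of 0.61 in Cluster 3 (adjusted p = 0.213). Vwc2 was called down in Cluster 15, from 164 ± 20.1 CPM in saline (SD, n = 5) to 77.0 ± 15.1 CPM in EtOH embryos (SD, n = 6), a log2 fold change of -1.07 (standard error 0.13, adjusted p = 0.000518), and it was called there in 11 of 11 tests with an embryo left out. Of the Fam19a genes tested by edgeR, Fam19a1 was called down in Cluster 1 (log2 fold change -1.85, adjusted p = 0.0267) and Cluster 3 (-1.17, adjusted p = 0.0321), and Fam19a5 in Cluster 15 (-0.59, adjusted p = 0.00425), while Fam19a2 and Fam19a4 were called in 0 clusters. The calls of Fam19a1 held in 3 and 4 of 11 tests with an embryo left out, and that of Fam19a5 in 11 of 11. In the test with nuclei as replicates, Tnc was called up in 3 clusters and down in 7, Rgs6 up in 1 and down in 5, Olfm3 up in 0 and down in 8, Vwc2 up in 1 and down in 8, Dync1i1 up in 1 and down in 5, Fam19a1 up in 1 and down in 15, Fam19a2 up in 1 and down in 10, and Fam19a5 up in 0 and down in 4.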

Of the upregulated repeating DEGs with the highest fold change (Figure 5F) were genes implicated in neuronal differentiation and neurogenesis (*Rgs6*, *Fam19a*, *Olfm3*, and *Vwc2*) and neurite outgrowth and axon development (*Tnc*, *Dync1i1*). 

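Egfr lies on chromosome 11 of GRCm38 from 16752203 to 16918158, with Egfros annotated on the opposite strand. In Cluster 3 it was at 69.9 ± 47.3 CPM in saline (SD, n = 5) and 96.9 ± 37.7 CPM in EtOH embryos (SD, n = 6), a log2 fold change of 0.50 (standard error 0.54, adjusted p = 0.636 from edgeR's quasi-likelihood test), smaller than the spread between embryos. In Clusters 7 and 12 its counts were too low to pass the filter on expression. Its log2 fold change was positive in 4 of the 5 clusters tested, with the smallest adjusted p in Cluster 6 (log2 fold change 1.07, adjusted p = 0.126). With nuclei as replicates, Egfr was called up in Cluster 3 (fold change 1.55, adjusted p = 0.0314) and not in Clusters 7 or 12, and it was called down in Clusters 1, 9 and 11.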

*Egfr* (epidermal growth factor receptor), a gene widely associated with cell migration, adhesion, and proliferation, was upregulated in RGC clusters 3 and 12 and Interneuron cluster 7 and has been previously implicated in the effects of PAE in multiple tissues including the brain (Green et al., 2007). 

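Gmnc, which the files place highest in Cluster 21, went from 558 ± 373 CPM in saline to 113 ± 58.3 CPM in EtOH embryos in that cluster (SD, n = 5 for both), a log2 fold change of -2.26 (standard error 0.57, adjusted p = 0.129 from edgeR's quasi-likelihood test). Of the Hmga genes, Hmga1 did not pass the filter on expression in any cluster, and Hmga2 had a negative log2 fold change in all 18 clusters tested and was called down in Cluster 8 (-1.02, adjusted p = 0.0404), a call that held in 3 of 11 tests with an embryo left out. Magel2 had a negative log2 fold change in all 7 clusters tested, with the smallest adjusted p in Cluster 15 (-1.16, adjusted p = 0.0582). Rspo2 was negative in 10 of 12 clusters (smallest adjusted p = 0.0582, Cluster 15, log2 fold change -1.56) and Ebf2 in 13 of 14 (smallest adjusted p = 0.0920, Cluster 2, -1.0). Robo3 was tested in 5 clusters, with the smallest adjusted p in Cluster 7 (log2 fold change 0.75, adjusted p = 0.329). Gmnc, Magel2, Robo3, Rspo2 and Ebf2 were thus called in 0 clusters by edgeR. With nuclei as replicates, Gmnc was called down in 16 clusters, Hmga2 in 18, Magel2 in 13, Rspo2 in 17, Ebf2 in 13 and Robo3 in 4, while Rspo2 was called up in Clusters 3 and 21 and Robo3 in Cluster 7.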

Genes recurrently downregulated across cell types with the highest fold change included several involved in the regulation of the cell cycle (*Gmnc*, *Hgma*, and *Magel2*), midline axon guidance (*Robo3*), and Wnt signaling (*Rspo2*, *Ebf2*).

### 3.7 Biological processes altered by PAE

Pathway analysis was performed on the downregulated and upregulated DEGs. Several pathways were recurrently implicated across cell type clusters. The most recurrent downregulated pathways included ones related to biosynthesis and Wnt signaling (Figure 6A). 

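In place of the study's GO terms, a list of Wnt pathway genes fixed beforehand was tested in each cluster with camera from limma, using a preset correlation between genes of 0.01, on log2 CPM of the summed counts. The list was drawn up by gene family, from ligands, receptors, modulators and transcription factors, and not by the effect of a gene on signaling. A lower or higher list is therefore no measure of lower or higher Wnt signaling. Of the 25 clusters, 3 had an adjusted p under 0.05. The set was lower after EtOH in Clusters 15 and 18 (adjusted p = 0.0167 for both) and higher in Cluster 21 (adjusted p = 0.0206). The median log2 fold change of the set was -0.15 in Cluster 15 (43 genes), -0.16 in Cluster 18 (37 genes) and 0.14 in Cluster 21 (46 genes), where the median of all genes tested was -0.02, -0.03 and -0.02. With batch as a covariate the same 3 clusters were called. With an embryo left out, Cluster 15 was called in 11 of 11 tests, Cluster 18 in 10 and Cluster 21 in 7, without the call in Cluster 21 when S2-4, E1-1, E2-2 or E2-4 was left out. With the correlation between genes estimated from the data, 0 of these calls held. The fry test called the set down in Clusters 8, 13 and 19 (adjusted p = 0.0419, 0.0137 and 0.0419) and in none of the 3 clusters that camera called. Terms related to biosynthesis were not analysed here.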

The most recurrent upregulated pathways included ones related to synaptic activity and neuronal differentiation (Figure 6B). 

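A list of synaptic genes fixed beforehand was lower after EtOH in 10 of 25 clusters and higher in 1, Cluster 24, by camera at an adjusted p under 0.05. The 10 clusters were 1, 2, 3, 4, 6, 9, 10, 12, 17 and 21, and the smallest adjusted p was 7.2e-06 in Cluster 6, where the median log2 fold change of its 80 genes was -0.25. In Cluster 24 the median was 0.30 (58 genes, adjusted p = 0.00914). Under fry and under a correlation estimated from the data, 0 of the 11 calls held. The list of S and G2/M genes, tested in the 20 clusters with at least 5 of its genes, was called in 0 clusters by camera, with 1 at an unadjusted p under 0.05, and in 0 by fry. Terms related to neuronal differentiation were not analysed here.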

Consistent with the trend towards upregulation of gene expression by PAE, pathways recurrent across several cell type clusters were more likely to be upregulated. 

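The median log2 fold change of the Wnt list was below 0 in 24 of 25 clusters, down to -0.19 in Cluster 19, and above 0 in Cluster 21. The mean and the median differed in sign in Cluster 10. At an unadjusted p under 0.05, camera gave 8 clusters with the list lower and 1 with it higher. The clusters come from the same embryos and are not independent. After the clusters that were called, Cluster 8 had the smallest adjusted p of those with the list lower (0.0535, 48 genes, median log2 fold change -0.10).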

Several clusters showed downregulation of Wnt-related pathways (Figure 7A). However, the *Wnt*-expressing cortical hem RGC Cluster 21 itself did not show dysregulation of Wnt pathways, implying that downregulation of Wnt-signaling across multiple cell types may be due to a PAE-induced loss of *Wnt*-expressing cells rather than a change in *Wnt* expression in those cells, further supported by findings that no *Wnt* genes were significantly altered in that cluster. 

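In Cluster 21, 46 genes of the Wnt list were tested with edgeR's quasi-likelihood test and 0 were called at an adjusted p under 0.05 over all genes tested in the cluster. At an unadjusted p under 0.05, 10 of the 46 were up and 1 was down, and adjusted over the list alone 5 were up and 1 was down. DESeq2 called 4 of the genes up (Axin2, Dkk3, Wnt3a and Wnt7b), and nuclei as replicates gave 5 up and 2 down. Wnt3a alone was called up by limma voom with the dam as a random block and by edgeR with batch as a covariate. It was also the only gene of the list called, again up, by edgeR on nuclei thinned to 2000 UMIs. Without the filter on expression, edgeR called 3 up and 2 down. Without saline embryo S2-4, edgeR called Wnt3a, Wnt7b and 2 further genes, and without EtOH embryo E1-2 it called Wnt3a. Of the 7 Wnt ligand genes tested, Wnt3a had the smallest adjusted p, with 136 ± 19.9 CPM in saline and 230 ± 29.6 CPM in EtOH embryos (SD, n = 5 for both), a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.0534). Wnt7b had a log2 fold change of 1.12 (adjusted p = 0.0758), Wnt2b of 0.68 (adjusted p = 0.172), Wnt9a of 0.52 (adjusted p = 0.237), Wnt8b of 0.28 (adjusted p = 0.456), Wnt5a of 0.15 (adjusted p = 0.855) and Wnt5b of -0.15 (adjusted p = 0.924). The only DEG of the cluster was Gm45904, annotated as antisense on chromosome 8 of GRCm38 from 112880460 to 113004997, opposite Cntnap4, with 24.5 ± 10.5 CPM in saline and 103 ± 19.8 CPM in EtOH embryos (SD, n = 5 for both), a log2 fold change of 2.02 (standard error 0.26, adjusted p = 0.00431), and it was called in 10 of 10 tests with one of these embryos left out. From the absence of altered Wnt genes and pathways in Cluster 21, the paper proposes that lower Wnt signaling in other cell types is due to a loss of Wnt-expressing cells.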

Only a subset of clusters showed downregulation of Wnt-related pathways, including Cluster 20, the *Tcf7l2*+ RGC cluster which showed a lower percentage of cells in mitosis by cell cycle analysis. 

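In Cluster 20, the Wnt list (48 genes) had a median log2 fold change of -0.05 beside -0.02 for all genes tested, and camera gave an adjusted p of 0.500. By edgeR, 0 of the 48 genes were called, with 1 up and 4 down at an unadjusted p under 0.05. The 4 DEGs of the cluster were all up, and the 3 with the smallest adjusted p were Gm26518 (log2 fold change 1.30, adjusted p = 0.0279), Gm26742 (1.99, adjusted p = 0.0281) and Gm26835 (1.85, adjusted p = 0.0281), tested on 5 saline and 4 EtOH embryos. These 3 genes lie opposite Pcbp2, Zfp608 and Hivep2, and the strand from which their UMIs came is not certain. Each of the 3 was called in 3 of 9 tests with one of these embryos left out.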

There was no clear correlation between the expression of Wnt pathway transcription factors or receptors (Supplementary Figure S3) and the other clusters showing a downregulated Wnt pathways. 

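Of the Wnt list, 8 genes were called in at least 1 cluster by edgeR. Down after EtOH were Dkk2 in Cluster 4 (log2 fold change -2.38, adjusted p = 0.0495), Fzd3 in Cluster 8 (-0.35, adjusted p = 0.0422), Sfrp1 in Cluster 8 (-0.69, adjusted p = 0.0422) and Prickle2 in Cluster 1 (-0.35, adjusted p = 0.0402). Tcf7l1 was called down in Clusters 1 (-1.41, adjusted p = 0.0270) and 8 (-1.23, adjusted p = 0.0431), and Tle1 in Clusters 4, 5 and 9, with log2 fold changes of -0.49, -0.41 and -0.43. Each of these calls held in 1 to 4 of 11 tests with an embryo left out. Since the list was not divided by the effect of its genes on the pathway, these calls give no direction of Wnt signaling.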

Several genes associated with Wnt signaling were significantly altered (Figure 7B) in several overlapping clusters implicated in the pathway analysis. This included several upregulated genes, which may be due to compensatory mechanisms or mechanisms unrelated to Wnt signaling as several genes are involved in overlapping signaling pathways. 

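The upregulated genes of the list were Wnt2b in Cluster 3, from 5.82 ± 1.21 CPM in saline (SD, n = 5) to 14.1 ± 3.63 CPM in EtOH embryos (SD, n = 6), a log2 fold change of 1.21 (standard error 0.22, adjusted p = 0.0297 from edgeR), and Wnt7b in Cluster 1, from 61.5 ± 14.1 CPM (SD, n = 5) to 85.0 ± 3.44 CPM (SD, n = 6), a log2 fold change of 0.46 (standard error 0.12, adjusted p = 0.0402 from edgeR). The call of Wnt2b held in 4 of 11 tests with an embryo left out and that of Wnt7b in 1.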

Overall, several different analyses of these data point towards a role of Wnt signaling in the effects of moderate PAE on the developing cortex.

**FIGURE 6:**
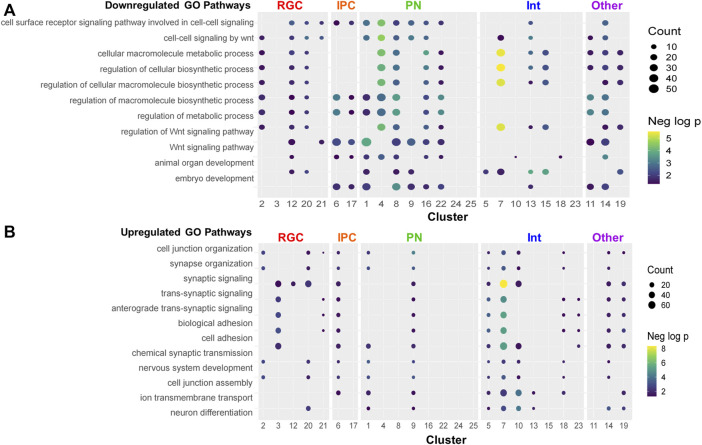
Gene ontology analysis of pathways altered by PAE. **(A–B)** Dot plot of the top repeating downregulated **(A)** and upregulated **(B)** pathways. Pathways were considered significant with a *p*-value < 0.05 and containing at least 3 DEGs.

**FIGURE 7:**
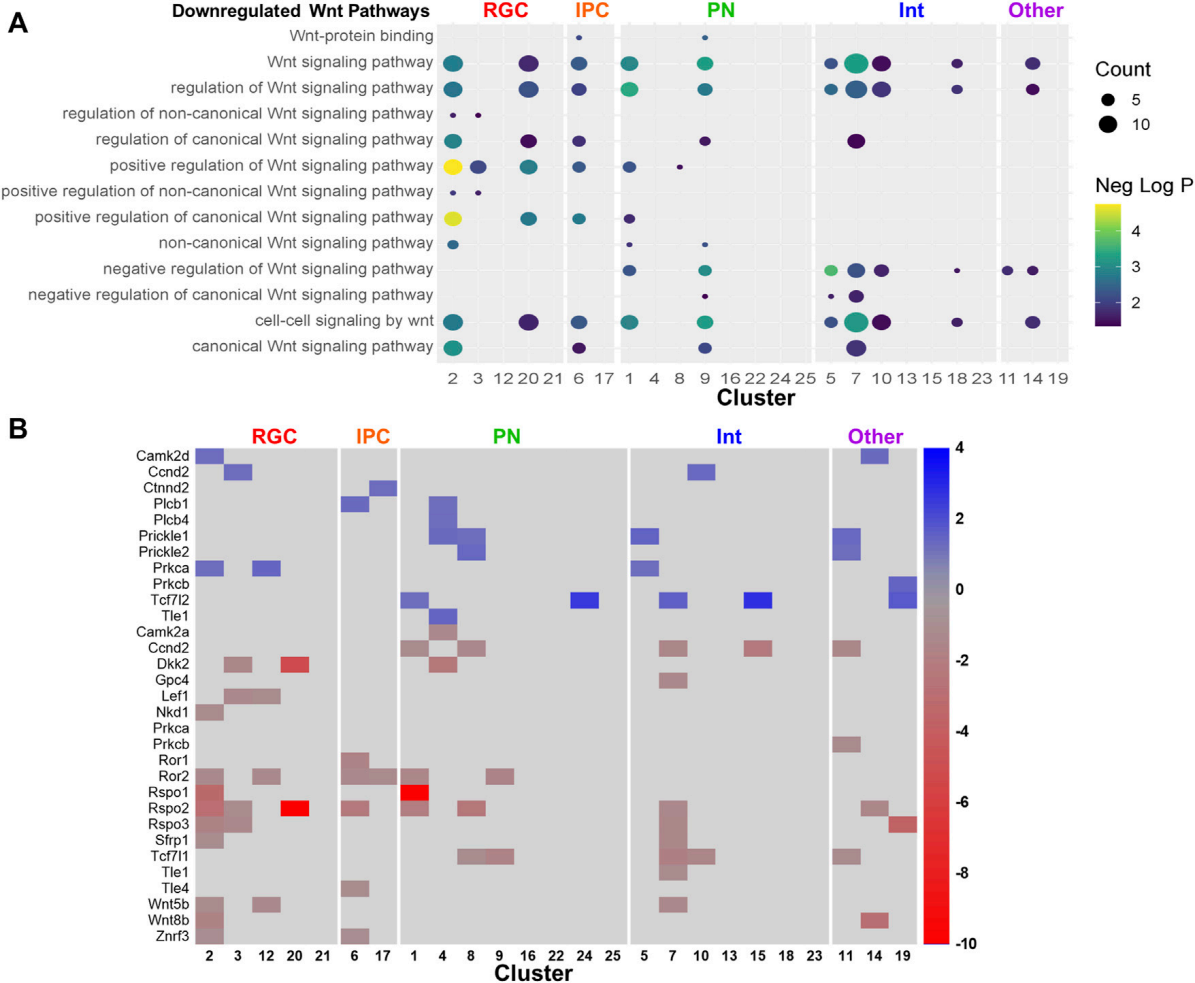
Wnt signaling pathways and genes altered by PAE. **(A)** Dot plot downregulated Wnt-related pathways. **(B)** Heatmap of the fold-change of Wnt signaling related genes.

## 4 Discussion

The present study investigates the effects of moderate PAE on the embryonic mouse cortex using snRNAseq. We found a significant decrease in the percentage of cells in Cluster 21 cortical hem RGCs, a cluster with enriched expression of *Wnt* genes. Cell cycle analysis revealed a significant decrease of cells in the G2/M phase of the cell cycle in Cluster 20 RGCs, a cluster with elevated expression of a transcription factor downstream in the Wnt signaling pathway, *Tcf7l2*. Differential gene expression and pathway analyses support the disruption of Wnt signaling after PAE, with significant decreases in Wnt-related genes and Wnt-signaling pathways in several clusters. In addition to the observed direct effects on Wnt signaling, we observed an increase in differentiation, as measured by pseudotime analysis, in all IPC and PN clusters as well as select RGC and interneuron clusters. We also observed a bias towards increased as opposed to decreased expression of DEGs in IPCs and PNs, which may be a consequence of or contributing factor towards premature neuronal maturation in glutamatergic neurons and their intermediate progenitors. Overall, these findings reveal cell type-specific effects of moderate PAE and support the use of unbiased approaches such as snRNAseq to discriminate these actions in the developing cortex.

Given the multiple actions of Wnt signaling across all stages of brain development, it is not surprising that a decrease in the number of Wnt-expressing cells may have amplified affects across multiple cell types in the brain. Wnt signaling has been implicated in the effects of PAE in multiple studies, however the direction of effect has varied across different models with some showing a downregulation of Wnt signaling, as we found, (Vangipuram and Lyman, 2012; Tong et al., 2013; Mandal et al., 2015; Subbanna and Basavarajappa, 2020), but some reporting upregulation (Singh et al., 2009; Fischer et al., 2021). These discrepancies are likely due to differences in the model systems used as well as exposure paradigm. We hypothesize that the observed decreased percentage of *Wnt*-expressing cortical hem RGCs resulted in the decreased proliferation of *Tcf72l*-expressing RGCs, downregulation of Wnt signaling in multiple cell types, and increased differentiation of IPCs and PNs. The decrease in Cluster 21 cortical hem RGCs was not correlated with an increase in apoptosis, as measured by the expression of *Casp3* as well as the lack of apoptosis-related pathways detected in the GO analysis. Although apoptosis has been implicated in the effects of PAE in multiple studies, this effect appears to be dependent on the developmental time point of exposure and the differentiation state or cell cycle status of the cell. Neural progenitor cells in general have been shown to be less affected by ethanol-induced cell death (Santillano et al., 2005). Furthermore, previous studies have shown that compared to very high doses of EtOH, more moderate doses, such as that used in this study, do not result in significant cell death (Fischer et al., 2021). As already mentioned, apoptosis may not be accurately detected using sc- and snRNAseq. Therefore, whether or not the decrease in Cluster 21 after PAE was due to apoptosis cannot be readily determined from this data. The decrease in *Wnt*-expressing cortical hem RGCs by ethanol in this study may be due to decreased proliferation, however, cell cycle analysis suggests no changes in the percentage of cells in the G2/M phase, and pathway analysis did not reveal changes in pathways related to proliferation. The effects of ethanol on apoptosis or proliferation in this cell type may have occurred at an earlier time during PAE, and the observed decrease in cells may be a consequence of prior cell death or inhibited proliferation. Because the snRNAseq was performed after prolonged exposure, the acute effects of PAE cannot be readily discerned and findings here are more representative of process related changes. Therefore, the mechanism by which PAE decreased the percentage of cortical hem RGCs may require the examination after acute exposure.

The increased differentiation in select RGC and interneuron cell types and all IPC and PN cell types is consistent with previous studies showing premature neuronal maturation after PAE both during developmental neurogenesis (Camarillo and Miranda, 2008; Kim et al., 2010) and in the mature brain (Gil-Mohapel et al., 2011; Olateju et al., 2018). Differences in the effect of PAE on neuronal differentiation may be due to differences in the markers of differentiation used in each study. By utilizing pseudotime analysis, multiple transcriptional indices of differentiation are accounted for in the generation pseudotime scores, allowing for the quantification of differentiation not limited to the expression of a single or subset of genes. Previous scRNAseq pseudotime analysis in mouse PAE models similarly showed an effect on differentiation, however this affect was sex-dependent and showed both increases and decreases in pseudotime scores across a variety of cell types, with females exhibiting acceleration (Salem et al., 2021). Males and females were combined across treatment groups in this study, and the low number of samples when separating sexes does not allow for that comparison. The mechanism by which PAE accelerated differentiation is unknown, however some speculations include increased differentiation as a compensatory mechanism to the deleterious effects of PAE, alterations in GABA signaling induced by the activation of GABA receptors by ethanol, and the degradation of miRNAs that regulation neuronal maturation (Gil-Mohapel et al., 2011; Almeida et al., 2020).

Wnt signaling can both inhibit or promote the differentiation of embryonic stem cells to neurons, depending on the stage of differentiation, with Wnt activation suppressing neuronal differentiation at earlier stages and enhancing differentiation at later stages (Nordin et al., 2008). Consistent with the inhibitory Wnt effect on differentiation during early development, PAE during neurulation and the onset of neurogenesis in this study resulted in decreased Wnt signaling, presumably caused by a decrease in Wnt expressing cells, which may have consequently led to the increased differentiation of projection neurons observed in this study. This hypothesis requires further investigation wherein Wnt levels would be manipulated. A recent *in vitro* study performed on differentiating neural stem cells reported that PAE induced increases in markers for differentiation that were correlated with an increase in Wnt signaling (Fischer et al., 2021), however this study similarly did not investigate whether this was a causal relationship. The premature neuronal maturation observed here may also be an effect of PAE independent from the effect on Wnt signaling. As ethanol acts through a variety of cellular pathways, the effects of PAE on differentiation may be due to a variety of mechanisms, many of which may be unrelated to Wnt signaling.

Although we observed that interneuron cell types were least affected by PAE, numerous studies have shown that PAE alters interneuron migration and interneuron numbers in the cortex; however, past studies suggest PAE has a larger effect on late-generated GABAergic cells (Isayama et al., 2009). In addition, disrupted interneuron migration in the cortex that has been observed in several studies apparently cannot be readily assessed using transcriptomics. A PAE scRNAseq study by Salem et al. similarly reported lesser effects on interneurons, except for a few clusters. Consistent with that study, we found that PAE affected only a few interneuron clusters. Specifically, Cluster 7 interneurons, enriched for expression of lncRNA *Snhg11*, showed the highest number of both total and upregulated DEGs and was one of two interneuron clusters that showed increased pseudotime scores after PAE. While the function of the lncRNA in the brain is undetermined, its role in oncogenesis involving the activation of Wnt signaling further implicates Wnt-mediated effects of PAE.

Limitations of this study include using i.p. injections as the route of administration, which is more temporally and quantitative precise but less physiological relevant compared to voluntary ethanol feeding paradigms. Additionally, the limited biological replicates restricted stratification of analyses by sex, which was an important confounding variable in a previous scRNAseq study modeling PAE (Salem et al., 2021). While these results provide several lines of evidence for Wnt dysregulation, the mechanism by which ethanol modulates Wnt signaling is unknown and requires further manipulation or reversal studies in this model system. Furthermore, whether the molecular affects observed here have prolonged effects on brain development and ultimately the cognitive function and behavior of the offspring is a future direction of this work.

Because the effects of PAE are dependent on the time, duration, and dosage of exposure, making comparisons across studies varying in any of these parameters challenging. Because pregnant women use alcohol across a wide range of consumption levels for varying durations and at different times of pregnancy, modeling different levels and timeframes of exposure is important for disentangling the multiple mechanisms contributing to FASD. The results of this study are most relevant to the effects of moderate alcohol exposure during early brain development, specifically over the course of neurulation to midway through neurogenesis. As up to 50% of women of childbearing age take part in moderate alcohol consumption (Tan et al., 2015) and early brain development occurs at a time when women may not know they are pregnant, it is critical to understand the effects of alcohol exposure during early embryonic development. The use of a milder PAE model (once daily 2.5 g/kg) is reflected in the lack of apoptosis or widespread effects of ethanol across all cell types. The use of snRNAseq in such model, however, provides the resolution to identify specific cell type vulnerabilities to even moderate PAE, vulnerabilities that might not be otherwise detected when focusing on specific cell types or averaging the effects in bulk tissue. Overall, these findings reveal cell type-specific changes in response to moderate PAE and implicate potential molecular mechanisms by which certain cell types in the developing brain are vulnerable to PAE.

## Data Availability

The data presented in this study are deposited in the GEO repository, accession number GSE211534.

How the deposited data were processed for this re-analysis (not part of the article)

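Nuclei of the cortices of 5 saline embryos (from dams S1 and S2) and 6 EtOH embryos (from dams E1 and E2) were profiled by snRNAseq, with dams S1 and E1 in batch 1 and dams S2 and E2 in batch 2. A further saline embryo, S2-3, is listed in the labels and was not used here. The methods give collection at E14.5, while the labels give embryonic day 14. For each of the 11 embryos and 25 clusters, the authors deposited a table of raw UMI counts with 23513 genes. The authors aligned reads to mm10 with Cell Ranger at its default settings, filtered nuclei on genes, UMIs and mitochondrial, ribosomal and hemoglobin transcripts, removed genes found in few nuclei and a list of sex-specific and other genes, and left out low-transcript, thalamic and non-neuronal clusters. The values in the tables were checked to be whole numbers without normalization. In the tables, nuclei had 503 to 9859 genes and 615 to 98707 UMIs, 499 genes were found in fewer than 10 nuclei, and of 33 different gene names listed as removed 0 were found. Doublets were not called or removed here and the methods name no doublet caller, so nuclei with many UMIs were kept and doublets among them were not excluded. The strand on which Cell Ranger counted is not stated in the paper's text.

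The counts were read with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plotted with matplotlib 3.10.9. Total UMIs per embryo lay between 14078316 and 83061737, so levels per embryo and cluster rest on far more counts in large clusters than in small ones, and 9 pairs of an embryo and a cluster had fewer than 10 nuclei, with 1 nucleus as the fewest. Errors given are SDs between embryos, which include the counting error. Embryos of the same dam were compared for duplicated libraries by a chi-square statistic per gene on their total counts, which lay between 4.33 and 89.7 over the pairs and thus above the 1 that repeated draws from 1 library would give. Genes were matched by symbol to GENCODE M21 on GRCm38, where 23125 genes (98.3%) had a match. Of 77 genes looked up for the text, 41 overlap a gene on the other strand.

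Percentages of nuclei, phases and pseudotime scores were compared between treatments by two-sided exact permutation tests of the difference in group means over all splits of the 11 embryos into 5 and 6, and over the 210 splits that keep each batch's group sizes, with Benjamini-Hochberg adjustment at 0.05. With 2 dams per treatment, these tests and edgeR's take littermates as independent, and only the alternatives with counts summed per dam, dam means or the dam as a random block account for the dam. Phases were called with Seurat 5.3.0 in R 4.3.3 from the S and G2/M genes the authors list, and the calls were checked on simulated nuclei. Pseudotime was computed without Monocle3, as described beside its result, and the method was tested on simulated data with and without a shift between groups. Gene expression was tested with edgeR 4.0.16 (glmQLFit with the robust option, TMM, filterByExpr), with at least 10 nuclei per embryo and cluster and at least 2 embryos per group, and called at an adjusted p under 0.05 and a fold change above 1.25 or below 0.8. DESeq2 1.42.0 and limma 3.58.1 (voom with the dam as a random block) were run as alternatives, and each was tested on simulated data beside edgeR. Gene sets were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and with fry. The test with nuclei as replicates was a normal test of the difference in mean log-normalized expression, per cluster, of genes found in at least 10 nuclei, since DESingle was not used here.

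The text names every gene that the paper names in the sentence concerned, for Clusters 7, 20 and 21 up to 3 DEGs per direction with the smallest adjusted p, over all clusters up to 5 genes per direction called in most clusters, and the Wnt genes called in any cluster. Results for some of these genes are not reported here. This rule, the tests and the list of alternatives were written before the data were examined, and alternatives added later are named as such. The alternatives covered the normalization, the filters on genes and nuclei, batch and dam, depth, the statistic for percentages, the lists of phase genes, the number of components and genes for pseudotime, nuclei as replicates, and each embryo left out in turn. Reads, spliced and unspliced counts and the removed clusters were not analysed here. GO and KEGG terms were not analysed here, and gene sets were 3 lists, of Wnt, synaptic and cell cycle genes. The cortical hem percentage, phases and scores were not given intervals per nucleus, as nuclei of an embryo are not independent.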

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

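In this part, the tests of the tissue composition of embryo S2-2, of the position of embryo S2-4 and of the antisense genes were chosen only after the results were seen, and the splits of the embryos for Cluster 21 were planned. An embryo is reported here when its gap to the nearest embryo of its treatment, divided by the whole range of that treatment, exceeded the value that chance passes in about 1 in 20 groups. Of 78 groups, 18 held such an embryo where chance gives 3.9, but percentages of 1 embryo depend on each other, so the groups are not independent.

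Saline embryo S2-2 had 4.64% of its nuclei in Cluster 21 where the other saline embryos had 0.748 to 1.25% (gap over range 0.872). It also had the lowest saline percentages in Cluster 10 (1.28% against 5.72 to 6.28%, gap over range 0.887) and Cluster 11 (3.47% against 4.38 to 4.56%, 0.838) and the highest in Cluster 12 (5.18% against 4.19 to 4.35%, 0.839). For the lower percentage of Cluster 21 after EtOH, 197 of all splits of the 11 embryos into 5 and 6 gave a difference as large, so chance cannot be excluded. S2-2 was the highest or lowest of the 11 embryos in 7 of the other 24 clusters, where 4.36 would be expected if each embryo were as often extreme, and S2-1 was so in 12. Another tissue composition in the dissection of S2-2 may account for its percentage, but it cannot be told apart from a difference of that embryo itself, since the files hold no measure of the dissection. No biological explanation was tested, as the design gives none for a single embryo.

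Saline embryo S2-1 had 4.85% of its nuclei in Cluster 1 against 8.55 to 8.93% in the other saline embryos (gap over range 0.909), 0.465% in Cluster 16 against 2.19 to 2.66% (0.786), 15.7% in Cluster 7 against 4.10 to 6.49% (0.793) and 3.66% in Cluster 20 against 0.568 to 1.35% (0.746). Its IPCs made up 6.80% against 9.47 to 10.3% (0.753) and its PN 18.3% against 29.8 to 33.6% (0.751). Among EtOH embryos, E1-1 had 13.9% in Cluster 1 against 8.10 to 10.3% (0.631) and E2-1 had 4.47% in Cluster 9 against 5.00 to 5.29% (0.654). No technical or biological explanation was tested for these percentages. In EtOH embryo E2-3, 100% of the Cluster 20 nuclei were called S against 14.3 to 40.6% in the other EtOH embryos (0.693), and that value rests on 1 nucleus.

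Saline embryo S2-4 had a median of 6325 UMIs per nucleus where the other saline embryos had 8365 to 9051 (gap over range 0.748), and a median of 2615 genes against 2993 to 3126 (0.740). EtOH embryo E1-1 had a median of 4071.5 UMIs against 6165 to 6911 (0.737) and 1919 genes against 2478 to 2676 (0.738). Depth is a technical property, and no biological explanation was tested for it.

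Genes annotated as antisense, which the paper does not discuss as a class, held 1.76% of the UMIs of saline embryo S2-4 and 1.05 to 1.25% of those of the other saline embryos (gap over range 0.720). In EtOH embryos they held 1.69 ± 0.0614% (SD, n = 6), against 1.24 ± 0.30% in saline embryos (SD, n = 5, exact permutation test, p = 0.0173, and p = 0.0286 within batches). Depth cannot be told apart here, because S2-4 and the EtOH embryos all had lower median UMIs than the other saline embryos, and thinning to 2000 UMIs (1.79% in S2-4) leaves the expected share of a class of genes as it is. Another mix of cell types is argued against, since each EtOH embryo lay above each saline embryo other than S2-4 in 25 of 25 clusters. Of 1053 antisense genes with a mean of at least 1 CPM, 87.9% were higher in S2-4 than in the mean of the other saline embryos, against 63.4% of protein-coding genes.

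The position of an embryo was computed from 100 genes per cluster chosen without that embryo to part the treatments, on a scale where the mean of the other saline embryos is 0 and that of the other EtOH embryos is 1. S2-4 lay at 1.01, the other saline embryos between -0.208 and 0.175, and the EtOH embryos between 0.681 and 0.854. Its lower depth cannot be told apart as an explanation, because the EtOH embryos were shallower too and thinning, which left S2-4 at 1.02, does not change the expected share of a gene in summed counts. S2-4 had an antisense percentage above each other saline embryo in 25 of 25 clusters, which is consistent with a difference in library preparation, sequencing or counting that S2-4 shares with the EtOH embryos. A wrong label of this embryo cannot be told apart from that, because of the 46 shares of nuclei tested only 9 parted the other 10 embryos, and S2-4 lay nearer the other saline embryos in 5 of them, the G2/M calls of PN and of interneurons among them, and nearer the EtOH embryos in 4. An effect of EtOH on the antisense genes stays open and untested for the EtOH embryos, and as a saline embryo S2-4 did not receive EtOH by its label. The labels and the paper give no library date or run beyond the 2 batches, and each batch holds embryos with low and with high antisense percentages.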

How the results depend on the processing

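The depth covariate and thinning without the shallowest saline embryo were chosen only after the data were seen, and the other alternatives were fixed before the data were examined. Of 91 alternatives for the comparisons, embryos left out aside, 56 kept the direction and the side of the threshold, 5 reversed and 30 moved the value. Of 143 tests with an embryo left out, 113 kept both, 2 reversed, 1 became stronger and 27 moved. Except where stated, the cause was not tested.

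The count of clusters with a changed percentage stayed at 0 under all 6 alternatives and with each embryo left out. For Cluster 21, the difference was -0.747 points within batches and -0.458 points with dam means, and it was negative on the log scales of the centred log-ratio (-0.566) and of edgeR (log2 -0.82, and log2 -0.852 with the replicate block). None of these that were tested passed the threshold. It reversed to 0.176 points with group medians (exact permutation p = 0.797). With an embryo left out it lay between -0.958 and 0.0158, and the reversal came without S2-2 (exact permutation p = 0.952), the embryo with 4.64%. The count of major cell types past the threshold lay between 0 and 1, and was 1 without S1-1. For dam means no test was run, as an exact permutation of 2 dams against 2 allows no p under 0.05.

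For phases, the count past the threshold was 3 with within-batch exchange and 1 with the methods' two-way test, and 0 with each embryo left out. The 1 call of the two-way test was G2/M in Cluster 23 (-12.9 points, Bonferroni-adjusted p = 0.00250 from the two-way test), while Cluster 20 had Bonferroni-adjusted p-values of 0.193 for G2/M and 1 for S from that test. In Cluster 20, the difference in G2/M stayed negative under all 7 alternatives (-12.3 to -4.20 points) and lay between -15.6 and -4.20 with an embryo left out, passing p of 0.05 without E1-2 (exact permutation p = 0.0476). Its difference in S was 12.5 points in nuclei thinned to 2000 UMIs (exact permutation p = 0.465), 5.40 within batches (exact permutation p = 0.90) and 4.44 with Seurat's own lists (exact permutation p = 0.974), and it reversed to -1.08 points with at least 10 nuclei per embryo (exact permutation p = 0.746), to -0.362 with pooled nuclei, to -5.18 with the replicate block (exact permutation p = 0.188) and to -5.18 without E2-3 (exact permutation p = 0.365), which holds 1 nucleus of the cluster. With an embryo left out it lay between -5.18 and 12.0.

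The pseudotime difference of IPC and PN clusters was 0.692 with 10 principal components (97 of 100 splits as large) and 12.99 with 1000 genes (44 of 100), and it reversed to -0.0600 with scores divided by the largest cluster mean. On the joint tree it was 0.0665, 0.0555 within batches and 0.0550 with the replicate block. With an embryo left out, computed on the joint tree alone, it lay between 0.0151 and 0.218.

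The total of 1702 DEGs moved to 5669 with DESeq2, 825 with library sizes in place of TMM, 10729 without the filter on expression, 909 with batch as a covariate, 504 with the replicate block, 4877 with limma voom and the dam as a random block, 855 with adjustment over all clusters together, 780 after thinning, 7822 in batch 1 alone, 50 in batch 2 alone and 24963 with nuclei as replicates. With the depth covariate it was 6, and thinned without the shallowest saline embryo it was 7066. The percentage up was 55.9% by edgeR, 65.9% without TMM, 41.5% with the replicate block and 80.7% with limma voom, so the larger share of upregulated genes depends on the setting. Of the 1702 calls, 1692 were also called by DESeq2, 783 without TMM, 802 with batch as a covariate, 266 with the replicate block, 276 after thinning and 14 in batch 2 alone. Counts summed per dam gave 2084 calls, which included 520 of the 1702. Limma voom with the dam as a random block included 1347 of them. With an embryo left out, the total lay between 91 and 19096. It was 91 without S1-1, 178 without S1-2, 217 without S2-1, 472 without S2-2, 19096 without S2-4, 765 without E1-1, 386 without E1-2, 174 without E2-1, 139 without E2-2, 218 without E2-3 and 323 without E2-4.

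The 9 DEGs of Cluster 7 became 226 with DESeq2, 2 without TMM, 170 without the filter, 2 with batch as a covariate, 0 with the replicate block, 753 with limma voom, 344 with counts summed per dam, 34 with adjustment over all clusters together, 2289 with nuclei as replicates, 0 with the depth covariate and 208 thinned without the shallowest saline embryo. With an embryo left out they lay between 0 and 874, with 874 without S2-4, 9 without E1-1, 4 without E2-4, 3 without E2-3, 0 without E2-2, 1 without S1-1 or S1-2, and 2 without S2-1, S2-2, E1-2 or E2-1. The replicate block takes embryos of the same number in both treatments of a batch as a pair, but such pairs had correlations of deviations of -0.0492, 0.00439, 0.161, -0.0952 and -0.172, so the numbers do not pair the embryos. Dam means and pooled nuclei give no value for counts of DEGs.

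The Wnt list was called in 0 clusters with an estimated correlation, in 3 with fry and in between 2 and 8 with an embryo left out, with 7 without S1-1, 8 without S1-2 and 7 without S2-1. The synaptic list was called in 0 clusters with an estimated correlation and 0 with fry, against 11 by camera, and in between 8 and 12 with an embryo left out. The cell cycle list was called in 0 clusters under each of its 4 alternatives and with each embryo left out. For the 47 genes followed through the settings, 243 of 356 results kept direction and side of the threshold under other settings. Of the others, 82 lost the call, 30 gained one, 1 moved and 0 reversed. Embryos left out were summarised in 94 results, of which 63 kept both, 25 lost the call and 6 gained one. These 94 are not a count of single tests, of which each gene has 11. In single tests, each call of a Wnt gene held in 1 to 4 of 11, while Bmpr1b in Cluster 7 held in 10 of 11. The replicate block lost 24 of 47, counts summed per dam 16 of 47, batch as a covariate 15 of 47, library sizes in place of TMM 12 of 47 and thinning 12 of the 26 tested after it.

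EtOH embryos had fewer nuclei and UMIs than saline embryos. In Clusters 20 and 21 the simulated tests called 55.4% and 72.6% of the genes changed by the size set in the simulation. A count of 0 there therefore does not exclude changes of that size or smaller.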

Differences from the paper's values

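The paper's test of expression and its bootstrap took nuclei as replicates, while the values here take embryos as replicates except where stated. The depth covariate and thinning without the shallowest saline embryo were chosen only after the data were seen.

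The paper counts 2410 upregulated DEGs and here 952 were called. Of the alternatives fixed before the data were examined, DESeq2 (3598 up) lies within 1.5 times the paper's value, and the others for this count do not. For Cluster 7 the paper counts 547 DEGs, 392 of them upregulated, and here 9 were called, 6 of them up. For the 547, limma voom with the dam as a random block (753) lies within 1.5 times, and the other alternatives do not. For the 392, counts summed per dam (288 up) lie within 1.5 times, and the other alternatives do not. Taking nuclei as replicates, Cluster 7 had 2289 DEGs and 1643 up, above the paper's counts.

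The paper shows about 86% of the DEGs of PN as upregulated in Fig. 5D, read by eye, and here 50.2% were up. DESeq2 (57.8%), limma voom with the dam as a random block (75.2%), batch 1 alone (62.8%) and the data without saline embryo S2-4 (66.4%) lie within 1.5 times, and the other alternatives fixed before the data were examined do not.

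The paper states a significantly lower percentage of Cluster 21 after EtOH by its two-way test. The difference here had an exact permutation p of 0.426, and p = 0.248 by the methods' two-way test with Bonferroni adjustment on the same embryos, and no setting that was run passed the threshold. For Cluster 20 the paper states a lower percentage in G2/M and a higher one in S. Here the differences had exact permutation p-values of 0.370 and 0.868, the G2/M difference had p = 0.0476 without EtOH embryo E1-2, and the S difference reversed to -1.08 points in embryos with at least 10 nuclei.

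The paper ranks PN highest in pseudotime, and here interneurons had a mean score of 138.8 on the saline tree where PN had 103.9. It states higher scores among RGCs in the non-mitotic cluster only, and here 5 of 5 RGC clusters were higher after EtOH with separate trees, and on the joint tree 0 of 23 clusters passed the adjustment. Of the interneuron clusters it names 2 as higher, and here 7 of 7 were, with separate trees. It states greater Wasserstein distances in IPCs, PNs and select RGC and interneuron clusters, and here the mean distance was 28.5 in interneurons, 11.8 in PN and 6.77 in IPCs with separate trees.

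The paper states that the average number of DEGs per cluster was similar between major cell types, and here the means lay between 7.0 for IPCs and 105 for PN. It ranks the share of upregulated DEGs highest in PN. Here the order by edgeR was IPCs (78.6% of only 14 DEGs), interneurons (67.2%), the other clusters (60.2%), RGCs (55.4%) and PN (50.2%). With nuclei as replicates the order was interneurons (58.6%), the other clusters (51.6%), IPCs (47.6%), PN (44.7%) and RGCs (42.8%). It names Cluster 7 as the cluster with most DEGs, and here Cluster 1 had most (351) by edgeR, while Cluster 7 had most with nuclei as replicates. It names Snhg11 as the top marker of Cluster 7, and its level there (1198 CPM) was near that of Cluster 19 (1172 CPM).

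The paper names Rgs6, the Fam19a genes, Olfm3, Vwc2, Tnc and Dync1i1 as recurrently upregulated, and here none of them was called up in any cluster by edgeR, while Vwc2, Fam19a1 and Fam19a5 were called down in 1, 2 and 1 clusters. Settings that called 1 of them up were nuclei as replicates (Tnc in Clusters 2, 3 and 21, Rgs6 in 7, Vwc2 in 5, Dync1i1 in 14, Fam19a1 in 15 and Fam19a2 in 8, although each of these 6 genes was called down in more clusters than up by that test), batch as a covariate (Fam19a2 in 5), batch 1 alone (Fam19a2 in 5 and Tnc in 10) and the data without saline embryo S2-4 (Olfm3 in 5). It names Egfr as upregulated in Clusters 3, 7 and 12, and here the adjusted p in Cluster 3 was 0.636, with nuclei as replicates calling it up in Cluster 3 and down in Clusters 1, 9 and 11. Of the genes it names as recurrently downregulated, Hmga2 was called down in 1 cluster by edgeR and Gmnc, Magel2, Robo3, Rspo2 and Ebf2 in 0. Gmnc was called down with DESeq2, without the filter on expression and without S2-4, and Magel2 with limma voom, counts summed per dam, no filter and without S2-2 or S2-4. Rspo2 was called down with DESeq2 (5 clusters), limma voom, no filter, batch as a covariate, the replicate block, counts summed per dam and batch 1 alone, and without S1-2, S2-4 or E2-2. Ebf2 was called down with no filter, the replicate block and without S2-4, and Robo3 with no filter. With nuclei as replicates all of these genes were called down, in between 4 and 18 clusters, and Rspo2 was also called up in 2 and Robo3 in 1.

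The paper names synaptic pathways among the most recurrent upregulated ones, and here the synaptic list was lower in 10 clusters and higher in 1 by camera and was called in 0 by fry. It names Cluster 20 among the clusters with lower Wnt pathways, and here the list had an adjusted p of 0.500 by camera there. It states no dysregulation of Wnt pathways in Cluster 21, and here the list was higher there by camera (adjusted p = 0.0206) and not called by fry or, by camera, without S2-4, E1-1, E2-2 or E2-4. By edgeR 0 Wnt genes were called in Cluster 21, where DESeq2 called 4, limma voom with the dam as a random block 1 and nuclei as replicates 7. There edgeR called 1 with batch as a covariate, 1 after thinning, and 3 up and 2 down without the filter on expression. No setting that was run called the list down in Cluster 20. Single Wnt genes were called down in Cluster 20 without the filter on expression (2 genes) and with nuclei as replicates (5 down and 2 up).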

Other observations

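In this part, the splits for the synaptic and Wnt lists, the thinned test of G2/M calls in neurons, the depth covariate, the split by depth, and the thinned test of DEGs without the shallowest saline embryo were chosen only after the results were seen, and the other tests were planned.

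Of 40 splits of the 11 embryos drawn for the DEG total, the real one included, 2 gave as many calls as the real split, so chance cannot be excluded at that number of splits. The other was a split that put saline embryos S1-1, S1-2, S2-1 and S2-2 together with EtOH embryos E1-1 and E2-3, and it gave 2790 calls, while the median of the other splits was 1. A split of the embryos into the 6 shallower and 5 deeper by their median UMIs, which has S2-4 among the shallower and E2-1 among the deeper embryos, gave 5630 calls, more than the real split. With batch as a covariate the real split gave 909 calls. Depth cannot be told apart from treatment for this total, because EtOH embryos were shallower in both batches. Thinning to 2000 UMIs took the total from 1702 to 780, and from 19096 to 7066 without the shallowest saline embryo, S2-4. With depth as a covariate 6 calls were left for treatment, and 11 pairs were called for depth. That fit therefore assigns the 1702 calls to neither. For the test with nuclei as replicates, 2 of 100 splits gave as many calls as the real split, which argues against chance, but the median of the other splits was 4141 calls and the highest 29511, so a large number of calls arises without regard to treatment in that test.

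For the larger share of upregulated DEGs, thinning to 2000 UMIs gave 48.5% up, against 55.9% before it, and 780 calls in place of 1702. Without S2-4, thinning gave 61.9% up, against 70.3% before it. Depth cannot be told apart from treatment here, because the thinned test also lost most of the calls (276 were shared) and EtOH embryos were shallower in both batches. For the number of clusters with a lower or higher synaptic list, 9 of 40 splits gave as many as the real split, and for the Wnt list 2 of 40 did, so chance cannot be excluded for either.

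The difference in pseudotime of the IPC and PN clusters on separate trees was reached by 51 of 100 splits, so chance cannot be excluded for it. In RGC Clusters 2, 3, 12 and 21 and interneuron Clusters 10, 13 and 18 the difference was reached by 1 to 4 of 100 splits, without adjustment over the 23 clusters. The difference of the IPC and PN clusters was 0.0665 on 1 joint tree, in line with an origin in fitting each treatment separately, where trees of a different total length give different scores to like nuclei.

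In neurons (PN and interneurons together), 15.6 ± 1.37% of nuclei were called G2/M in saline (SD, n = 5) and 11.7 ± 1.07% in EtOH embryos (SD, n = 6), with each saline embryo above each EtOH embryo (exact permutation test, p = 0.00216, the smallest p that 5 embryos against 6 allow, and p = 0.00476 within batches). These p-values take littermates of 2 dams per treatment as independent, so a difference between dams stays open. Thinned to 2000 UMIs, the difference was -4.09 points, which argues against depth. Saline embryo S2-4, which lay with the EtOH embryos by its antisense genes, had 17.8% and thus lay with the saline embryos. Taken apart, PN had 12.8% in saline and 10.0% in EtOH embryos (exact permutation test, p = 0.0238). Interneurons had 18.7% and 14.1% (exact permutation test, p = 0.00649). The interneurons include the precursors of Cluster 10, with high Top2a and Mki67, which made up 5.01% of saline and 3.91% of EtOH nuclei. No test left Cluster 10 out, so its part in the difference stays open. Free RNA from dividing cells, of which saline embryos with more RGCs may release more, stays open and was not tested, and the calls alone are not evidence of division. The paper does not report the difference in neurons. G2/M calls were also lower after EtOH in IPCs, by -4.73 points (exact permutation test, p = 0.0195). In RGCs the difference was -3.22 points and in the other clusters -1.13 points (exact permutation tests, p = 0.158 and p = 0.530). A lower share was thus not seen in neurons alone.

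The lower G2/M percentage of Cluster 20 was -11.7 points in embryos with at least 10 nuclei, so embryos with few nuclei are argued against as its cause, while its exact permutation p of 0.0794 leaves chance open.

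The 20 genes that mark Cluster 21 most strongly, summed in PN and interneurons where they are near absent, were at 115 CPM in saline and 79.1 CPM in EtOH embryos (exact permutation test, p = 0.160). Free RNA from Cluster 21 nuclei may raise them, and their level should then follow the percentage of Cluster 21. Over the 11 embryos Pearson's r was 0.542 (permutation p = 0.0889) and Spearman's rho -0.136 (p = 0.693), and without the 2 embryos farthest from the median, S2-2 and E2-1, r was -0.876 (p = 0.00169). For deviations from the treatment means r was 0.471 (permutation p = 0.20), and without S2-2 it was -0.465 (permutation p = 0.251). The relation rests on those embryos, and free RNA cannot be told apart from expression in the cells with this number of embryos.

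Of the genes the paper names as recurrently downregulated, Gmnc and Rspo2 had their highest level in Cluster 21, Hmga2 in Cluster 12, Magel2 in Cluster 7, Robo3 in Cluster 18 and Ebf2 in Cluster 25.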
